# PA1 participates in the maintenance of blood–testis barrier integrity via cooperation with JUN in the Sertoli cells of mice

**DOI:** 10.1186/s13578-022-00773-y

**Published:** 2022-04-04

**Authors:** Bo Liu, Chao Liu, Binfang Ma, Ruidan Zhang, Zhiwei Zhao, Sai Xiao, Wanjun Cao, Yanjie Ma, Guozhang Zhu, Wei Li, Zhen Li

**Keywords:** PA1, Sertoli cell, Blood–testis-barrier, JUN, Connexin43

## Abstract

**Background:**

The blood–testis barrier (BTB) is essential to the microenvironment of spermatogenesis, and Sertoli cells provide the cellular basis for BTB construction. Numerous nuclear transcription factors have been identified to be vital for the proper functioning of Sertoli cells. PA1 has been reported to play important roles during diverse biological processes, yet its potential function in male reproduction is still unknown.

**Results:**

Here, we show that PA1 was highly expressed in human and mouse testis and predominantly localized in the nuclei of Sertoli cells. Sertoli cell-specific *Pa1* knockout resulted in an azoospermia-like phenotype in mice. The knockout of this gene led to multiple defects in spermatogenesis, such as the disorganization of the cytoskeleton during basal and apical ectoplasmic specialization and the disruption of the BTB. Further transcriptomic analysis, together with Cut-Tag results of PA1 in Sertoli cells, revealed that PA1 could affect the expression of a subset of genes that are essential for the normal function of Sertoli cells, including those genes associated with actin organization and cellular junctions such as *Connexin43* (*Cx43*). We further demonstrated that the expression of Cx43 depended on the interaction between JUN, one of the AP-1 complex transcription factors, and PA1.

**Conclusion:**

Overall, our findings reveal that PA1 is essential for the maintenance of BTB integrity in Sertoli cells and regulates BTB construction-related gene expression via transcription factors. Thus, this newly discovered mechanism in Sertoli cells provides a potential diagnostic or even therapeutic target for some individuals with azoospermia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00773-y.

## Introduction

The differentiation and maintenance of some tissues require special niches that need to exclude macromolecules from these tissues, and all these processes are dependent on the blood–tissue barrier. General examples for barriers are the blood–brain-, the blood–retina-, the blood–placenta- and the blood–testis barrier (BTB) [1–4]. Among these barriers, the BTB exhibits unique structural and functional characteristics, significantly different from the other blood–tissue barriers. Rather than performing in a relatively stable state, typical of most tissue barriers, the BTB provides a distinct, dynamic, and elaborate barrier established during seminiferous epithelium cycle [4]. BTB formation solely depends on adjacent Sertoli cells, which are responsible for compartmentalizing the seminiferous epithelium. Other blood–tissue barriers rely on vascular endothelial cells in conjunction with other types of cells. For example, vascular endothelial cells together with adjacent surrounding cells of the neurovascular unit contribute to the blood–brain barrier (BBB) [5]. Numerous studies have proven the BTB is indispensable for normal spermatogenesis [6–9].

Tight junctions (TJs), adherent junctions (AJs), gap junctions and other junctional proteins, together constitute the highly specialized BTB, which is precisely regulated by intricate signals within Sertoli cells [4]. The molecular basis of the BTB is mainly comprised of three types of proteins: integral membrane proteins, adaptor proteins and cytoskeletal proteins [5]. As for TJs, transmembrane proteins, such as Occludin or Claudin11, form a homophilic protein–protein interlocking structure at the intercellular space and are connected to the actin cytoskeleton via the interaction between adaptor proteins, including ZO-1/2/3 and the cytoplasmic domains of these transmembrane proteins [10, 11]. Like the TJs, cadherins bind to α- and β‐Catenin, anchoring the cytoskeleton to form AJs [12]. As for gap junctions, connexins expressed on cell membranes connect to each other, working as communication channels for adjacent cells [13]. It has been demonstrated that even the absence of a single constituent protein localized in the BTB could lead to aberrant spermatogenesis and male infertility. The global knockout of *Occludin* or *Claudin11* in mice has been shown to lead to the disruption of seminiferous tubules and the progressive germ cell loss [8, 9]. The specific knockout of *Cx43* in Sertoli cells resulted in disorganized intercellular junctional complexes between adjacent cells, ultimately leading to the failure of spermatogenesis [7, 14]. Therefore, precisely controlled BTB formation is required for normal spermatogenesis.

In addition to Sertoli cells’ essential role in the construction of the BTB, these somatic cells in the seminiferous epithelium exert their pivotal functions by forming multiple types of cell junctions with germ cells [4, 15]. At the apical surface of Sertoli cells, highly specialized cell–cell junctions called apical ectoplasmic specialization (aES) between the Sertoli cells and elongated spermatids, is comprised of F-actin bundles, adaptor proteins and other cell junctional components [6]. The normal organization and arrangement of aES have been proved to be indispensable for spermatid development and the destruction of the structure leads to some defects of spermiogenesis [6, 16]. Overall, the proper functions of Sertoli cells are indispensable for the success of spermatogenesis.

Plenty of nuclear transcription factors or co-factors that have been identified in Sertoli cells are crucial for the physiological functions of Sertoli cells. For example, in adult testis, depletion of Wilms Tumor (WT1), a specific transcription factor of Sertoli cells, will disrupt the BTB and the polarity of Sertoli cells, leading to infertility [17]. In addition, sex-determining region Y-box8 (*Sox8*)-knockout mice presented remarkable germ cell loss and defective BTB [18], and deletion of Androgen Receptor (AR) in Sertoli cells caused meiosis arrest of spermatocytes at the diplotene stage [7]. Moreover, the specific knockout of Adenomatous polyposis coli protein (*Apc*) in Sertoli cells was shown to destroy the BTB, resulting in a loss of premature germ cells [19]. Although these findings provide a glimpse into the role of nuclear transcription factors or cofactors involved in the regulation of Sertoli cell functions, many other factors remain to be identified and understood.

Pax transactivation domain-interacting protein (PTIP) associated protein 1 (PA1) was first characterized as a protein interacting with PTIP within mixed-lineage leukemia 3/4 (MLL3/4) complexes [20]. Later reports showed that PA1 engaged in in many biological processes during development and differentiation. First, PA1 participates in early embryo development. Loss of PA1 in embryos leads to severe developmental defects that occur in E8.0 and no homozygous mutant has survived to E10.5, most likely due to decreased expression of BMP2 [21]. Recently, PA1 was found to be expressed in the human fetal cerebral cortex, and a homozygous missense mutation (c.274A > G; p.Ser92Gly, NM_024516.4) was found to be associated with severe neurodevelopmental disorders [22, 23]. In addition, PA1 has been found to cooperate with phosphorylated CREB (pCREB) and glucocorticoid receptor (GR) to regulate the expression of key adipose differentiation transcription factors C/EBPβ and C/EBPδ, and the deletion of *Pa1* in white and brown preadipocytes has been shown to severely disrupt adipogenesis [24]. Previous studies have demonstrated that PTIP, which is closely correlated with PA1, is indispensable for male fertility [25]. Together, these findings suggest that PA1 may play critical roles in male reproductive processes.

In our study, we first determined PA1 was mainly expressed in the Sertoli cells of human and mouse testis and elucidated PA1’s indispensable role during spermatogenesis in mouse testis. The deficiency of PA1 in Sertoli cells led to notable germ cell loss, disorganized cytoskeleton both at the apical and basal compartments of seminiferous tubules, and disrupted the BTB. Further analysis revealed that PA1 was necessary for the transcription of a subset of genes that are vital for proper Sertoli cell functioning, including those genes associated with cell-adhesion and cytoskeleton organization, such as *Cx43*. In addition, we find that PA1 cooperates with JUN to regulate *Cx43*, whose disruption also results in male infertility, resembling that of *Amh-pa1*^*−/−*^ mice. Thus, our work uncovers a novel function for PA1 in Sertoli cells, regulating the integrity of the BTB by interacting with JUN to promote the transcription of a specific profile of BTB construction-related genes.

## Results

### PA1 protein is predominantly expressed in Sertoli cells of mouse and human

According to the Human Proteomics Database, PA1 exhibits high expression in human testis, implying a potential role during normal spermatogenesis [26–28]. Therefore, we first investigated the expression and localization of PA1 in normal human testis. Immunohistochemistry results showed that PA1 was predominantly expressed in the nuclei of Sertoli cells (Fig. 1a). To further explore PA1’s potential function, we examined its expression pattern in different tissues of 8-week-old adult mice and found that PA1 was ubiquitously expressed in different tissues yet predominantly expressed in the testis (Fig. 1b). Using mouse testis lysates prepared from mice of varying age, immunoblotting results showed that PA1 could be detected in testis as early as postnatal day 7 (D7), gradually increased until it leveled off at D21, and slightly decreased after D28 (Additional file 3: Fig. S1a). Consistent with the immunoblot results, semi-quantitative PCR results confirmed that PA1 was enriched in the testis, with increases coinciding with the testis development (Additional file 3: Fig. S1b and c).

**Fig. 1:**
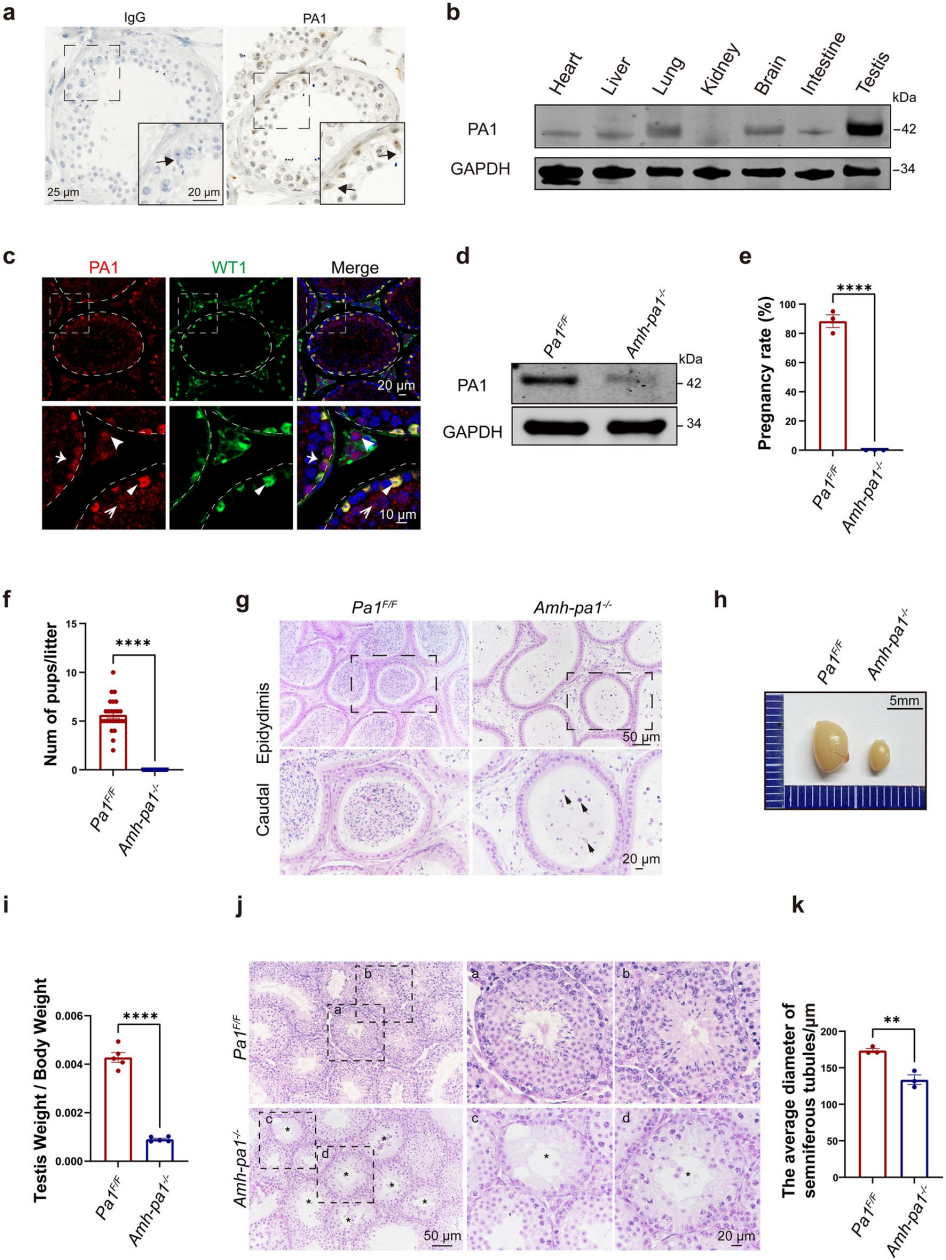
Specific knockout of *Pa1* in Sertoli cells impairs spermatogenesis. **a** PA1 was predominantly localized in the nucleus of human Sertoli cells. Immunohistochemistry (IHC) image of PA1 in normal adult human testis. Dashed boxes showed localization of the enlarged images. Arrows indicated the nuclei of Sertoli cells. **b** PA1 was highly expressed in testis compared with other murine organs. The expression profile of PA1 in different murine organs (8-week-old) using immunoblot. **c** PA1 mainly localized in the nuclei of Sertoli cells in mouse testis. Seminiferous tubule sections of wild-type testes (5-week-old) were co-stained for Sertoli cell marker WT1 (green), PA1 (red) and DAPI (blue). Enlarged images are shown on the lower panel. Dashed circle and curve indicated basal membrane of seminiferous tubules. Arrows represents cells that are positive for PA1 and/or WT1. , Leydig cell; , SPG; , SPC; , SC. **d** PA1 protein levels dramatically decreased in the testes (8-week-old) of *Amh-pa1*^*−/−*^ mice. Immunoblotting of PA1 in *Pa1*^*F/F*^ and *Amh-pa1*^*−/*−^ testes. GAPDH as the loading control. **e** 8-week-old *Amh-pa1*^*−/−*^ mice could not fertilize the female mice. After mating, 88.33 ± 4.41% of wild-type female mice were pregnant after crossing with *Pa1*^*F/F*^ males, while none of wild-type female mice crossing with *Amh-pa1*^*−/−*^ mice became pregnant. (n = 3). Data are presented as mean ± SEM. ****p < 0.0001. **f** The average litter size of *Pa1*^*F/F*^ males and *Amh-pa1*^*−/−*^ mice at 8-week-old (n = 3 independent experiments). Data are presented as mean ± SEM. ****p < 0.0001. **g** Histological analysis of the caudal epididymis of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice. Enlarged images are shown in the lower panel. Dashed boxes showed localization of the enlarged images. Debris of immature spermatozoa are indicated with black arrows. **h** The volume of testes of 8-week-old *Amh-pa1*^*−/−*^ mice was significantly smaller than that of *Pa1*^*F/F*^ mice. **i** The ratio of testis weight/body weight of *Amh-pa1*^*−/−*^ mice was significantly lower than that of *Pa1*^*F/F*^ mice (n = 5). Data are presented as mean ± SEM. ****p < 0.0001. **j** Histological analysis of the testis of 8-week-old *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice. (*a, b*) Two seminiferous tubules are shown for the *Pa1*^*F/F*^ mice with enlarged images shown on the right. (*c*) An empty seminiferous tubule is shown for the *Amh-pa1*^*−/−*^ mice with an enlarged image shown on the right. The enlarged image shows an empty tubule indicated with an asterisk. Germ cells could not be found in these seminiferous tubules. (*d*) A degenerated seminiferous tubule is shown for the *Amh-pa1*^*−/−*^ mice with an enlarged image shown on the right. The enlarged image shows a degenerated tubule indicated with an asterisk. Decreased germ cells are found in these seminiferous tubules. **k** The average diameter of seminiferous tubules of 8-week-old *Amh-pa1*^*−/−*^ mice were significantly lower than those of 8-week-old *Pa1*^*F/F*^ mice. (n = 3). Data are presented as mean ± SEM. **p < 0.01

Immunohistochemistry (IHC) of PA1 in adult mice testis showed that PA1 was predominantly localized in Sertoli cells in all stages of the spermatogenic cycle (Additional file 1: Fig. S1d). However, the expression level of PA1 in Sertoli cells varied in different stages. PA1 was highly expressed in the nuclei of Sertoli cells around the VII-VIII stage and presented relative low expression in Sertoli cells in other stages. To get a more complete picture, we collected different types of germ cells including spermatogonium (SPG), spermatocyte (SPC), round spermatid (rST) and elongated spermatid (eST) from adult mice testes, as well as Sertoli cells. Immunoblotting of PA1 in these cells showed that PA1 was abundant in Sertoli cells while variable expression levels were prevalent in germ cells at different stages (Additional file 1: Fig. S1e). Immunofluorescence also showed that PA1 colocalized with WT1, a Sertoli cell nuclear marker, in wild-type adult mice testes. Weaker PA1 signals could also be seen in the nuclei of Leydig cells and germ cells (Fig. 1c), suggesting that the protein might have potential functions in different testicular cells.

### Sertoli cell-specific knockout of *Pa1* results in azoospermia

To uncover the function of PA1 in Sertoli cells, we obtained *floxed Pa1* mice from the laboratory of Dr. Kai Ge [24]. The *Pa1 floxed* mice were then crossed with *Amh-cre* mice which express Cre recombinase only in the Sertoli cells (Additional file 4: Fig. S2a). These Sertoli cell-specific *Pa1* knockout mice (*Amh-pa1*^*−/−*^) were further confirmed with PCR results. The presence of a 250 bp band indicated floxed *Pa1,* the 200 bp band indicated *Pa1*, and the 400 bp band indicated *Amh-cre* (Additional file 4: Fig. S2b). Immunoblotting was used to confirm the knockout efficiency of *Pa1* in the *Amh-pa1*^*−/−*^ testis. The protein level of PA1 was significantly decreased in *Amh-pa1*^*−/−*^ mice testis (Fig. 1d). Immunofluorescence experiments were used to further examine the specific knockout of PA1, and showed an absence of PA1 signal in Sertoli cells and the presence of PA1 signal in Leydig cells and germ cells (Additional file 4: Fig. S2c). Therefore, PA1 is specifically knocked out in the Sertoli cells of *Amh-pa1*^*−/−*^ mice.

Next, we examined the fertility of *Amh-pa1*^*−/−*^ male mice. *Amh-pa1*^*−/−*^ male mice failed to produce any offspring after mating with wild-type adult female mice (Fig. 1e and f), suggesting *Amh-pa1*^*−/−*^ male mice were completely infertile. To determine whether *Amh-pa1*^*−/−*^ male mice could produce any mature sperm in the epididymis, the cauda epididymis was analyzed via hematoxylin and eosin (H&E) staining. Mature spermatozoa could be hardly found while cell debris and immature germ cell were observed in the caudal epididymis of *Amh-pa1*^*−/−*^ mice, suggesting abnormal exfoliation of germ cells from the seminiferous tubules of *Amh-pa1*^*−/−*^ testis.

### Multiple spermatogenic defects in the ***Amh-pa1***^***−/−***^ testis

To provide a possible explanation for the azoospermia phenotype in *Amh-pa1*^*−/−*^ testis, we next examined the weight and volume of *Amh-pa1*^*−/−*^ and *Pa1*^*F/F*^ mice testis. We found that the testis volume, the testis weight, and the ratio of testis weight/body weight of adult *Amh-pa1*^*−/−*^ mice were significantly decreased compared with those of control mice, while the body weight did not show any difference (Fig. 1h and i) (Additional file 4: Fig. S2d and e).

To explore how PA1 in Sertoli cells affect spermatogenesis, we used Periodic acid–Schiff (PAS) staining to examine the stages of spermatogenesis in 8-week-old *Amh-pa1*^*−/−*^ and *Pa1*^*F/F*^ mouse testes. We found that elongating spermatids had abnormal head shaping during spermiogenesis (Fig. 2a). To characterize the morphological defects of *Amh-pa1*^*−/−*^ elongating spermatids, we compared the process of sperm head shaping between *Amh-pa1*^*−/−*^ and *Pa1*^*F/F*^ mice. Remarkably, acrosome and nucleus morphology of step 1 to step 8 proceeded normally in both *Amh-pa1*^*−/−*^ and *Pa1*^*F/F*^ spermatids. The appearance of aberrant spermatid head shaping developed since step 9 in *Amh-pa1*^*−/−*^ mice (Fig. 2b). This aberration became more pronounced at step 11 through 16, suggesting *Pa1* knockout in Sertoli cells lead to defective sperm head development.

**Fig. 2:**
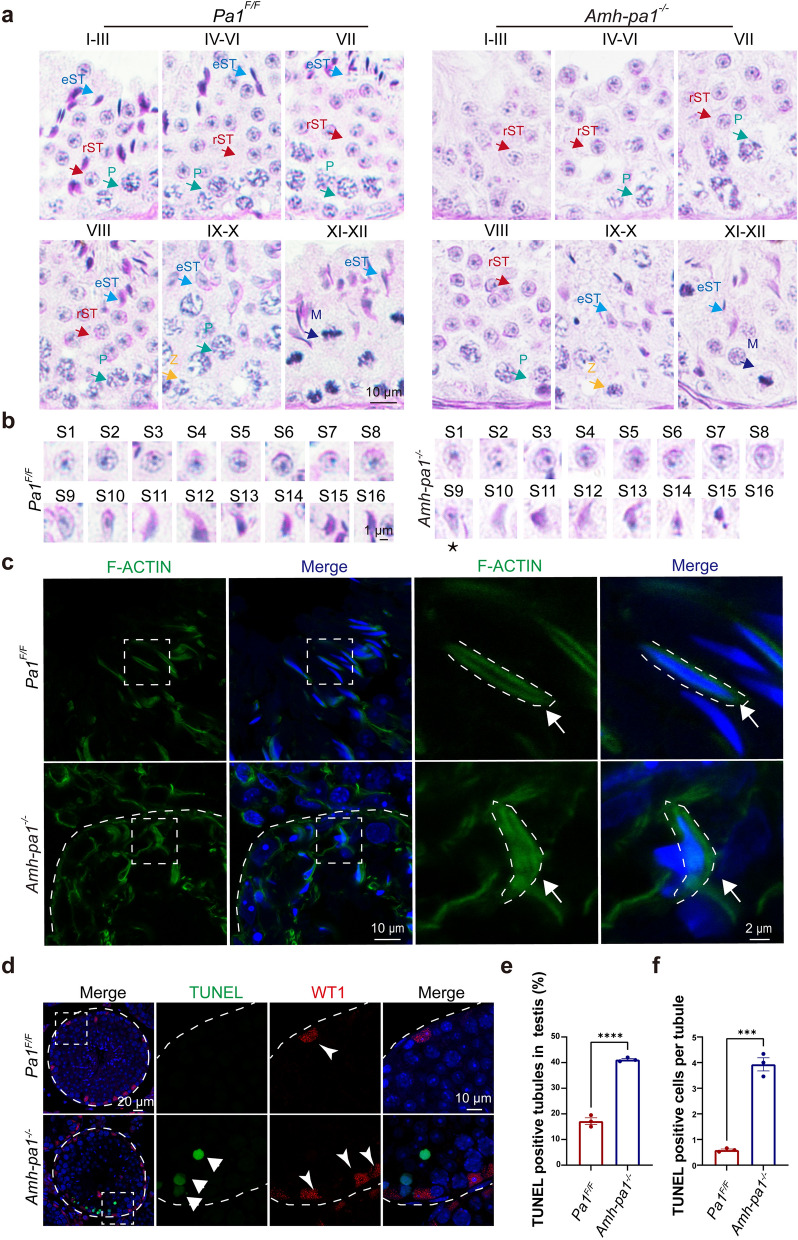
Aberrant spermiogenesis and apical actin cytoskeleton disorganization could be detected in *Amh-pa1*^*−/−*^ mice. **a** PAS staining of testes sections from 8-week-old *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice. Elongated spermatids were gradually lost along with spermiogenesis. Different colored arrows indicated different types of cells. Z: Zygotene; eST: elongating spermatid; M: meiotic spermatocyte; P: pachytene spermatocyte; rST: round spermatid. **b** PAS staining of spermatids at different developmental stages from 8-week-old *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice. Deformed spermatid head shaping begins to appear at Step 9 (asterisk) in *Amh-pa1*^*−/−*^ testes. **c** F-actin in the apical compartment of seminiferous tubules was seen to be perturbed and disorganized in adult *Amh-pa1*^*−/−*^ testes. Arrows indicate F-actin bundles. Immunofluorescence using FITC-labeled phalloidin (green) was performed on seminiferous tubules of *Pa1*^*F/F*^ mice (upper) and *Amh-pa1*^*−/−*^ mice (lower). Nuclei were stained with DAPI (blue). Dashed boxes showed localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules in the left images and F-actin structure surrounding the sperm head in the right enlarged images. **d** Seminiferous tubule sections of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes were stained for WT1 and TUNEL probe and the nuclei were stained with DAPI. , WT1 positive Sertoli cells (red); , TUNEL positive cells (green). Dashed boxes showed localization of the enlarged images. Dashed circle and curve indicated basal membrane of seminiferous tubules. **e** More TUNEL positive tubules were observed in *Amh-pa1*^*−/−*^ testis compared with *Pa1*^*F/F*^ testis and **f** more TUNEL positive cells per tubule were observed in *Amh-pa1−/−* testis compared with *Pa1F/F* testis. (n = 3). Data are presented as mean ± SEM. ***p < 0.001, ****p < 0.0001

Actin filaments, microtubules, and intermediate filaments together constitute the intricate cytoskeleton structure of Sertoli cells. Previous research has reported that the organized actin cytoskeleton of Sertoli cells was indispensable for sperm head shaping [6, 16, 29]. Concentrated within specialized intercellular junctions including ES and tubulobulbar complexes, the actin cytoskeleton is involved in the maintenance of cell–cell junctions and normal spermiogenesis [30].

To determine whether the actin cytoskeleton was aberrant in *Amh-pa1*^*−/−*^ testis, we performed immunofluorescence analysis on testis sections using phalloidin. Images showed that the F-actin structure, which circles the nucleus of elongating spermatids, was disorganized in *Amh-pa1*^*−/−*^ testes but not in wild-type testes (Fig. 2c). In addition, we also detected the disordered arrangement of F-actin bundles at basal compartments of seminiferous tubules (Additional file 5: Fig. S3), implying a disrupted BTB in *Amh-pa1*^*−/−*^ testes. Together, these results indicate the prominent disorganized F-actin structure of *Amh-pa1*^*−/−*^ in Sertoli cells may account for spermiogenesis failure.

### Massive germ cell loss in testes from adult ***Amh-pa1***^***−/−***^ mice

Hematoxylin and eosin staining of testes from adult *Amh-pa1*^*−/−*^ mice revealed empty and degenerated seminiferous tubules (Fig. 1j) that contained only Sertoli cells without any germ cells compared with the control mice. The diameter of the seminiferous tubules in the *Amh-pa1*^*−/−*^ testis was significantly decreased in comparison with those of the control testis (Fig. 1k). Hence, spermatogenesis was disrupted in the *Amh-pa1*^*−/−*^ testis.

Due to the existence of empty tubules in the adult *Amh-pa1*^*−/−*^ testis, we performed immunofluorescence analysis to confirm whether the residual cells were Sertoli cells. Results showed that these tubules were indeed occupied with Sertoli cells (Additional file 6: Fig. S4a). Next, TUNEL assay was performed to detect whether Sertoli cells in the seminiferous tubules were undergoing aberrant apoptosis. Increased positive TUNEL signals were only observed in the *Amh-pa1*^*−/−*^ testis which did not localize in the Sertoli cells (Fig. 2d), indicating that PA1 is dispensable for the survival of Sertoli cells. Both TUNEL positive cells per tubule as well as TUNEL positive tubules were increased in testes from *Amh-pa1*^*−/−*^ mice compared with control mice (Fig. 2e and f), suggesting the loss of germ cells may partially be due to increased germ cell death.

Furthermore, to demonstrate which types of germ cells were affected in the *Amh-pa1*^*−/−*^ seminiferous tubules, several germ cell markers were used to characterize the cells. We first evaluated PCNA, which is a marker of proliferative spermatogonia and primary spermatocytes that can be detected until early pachytene stage, excluding preleptotene spermatocytes [31]. We found PCNA positive cell numbers were reduced in *Amh-pa1*^*−/−*^ testis (Additional file 6: Fig. S4b and e), indicating a loss of spermatocytes and spermatogonia. DDX4-positive germ cells, including spermatocytes and round spermatids, were also reduced in *Amh-pa1*^*−/−*^ testis (Additional file 6: Fig. S4c and f). Moreover, the immunofluorescence results of PLZF, a marker of undifferentiated spermatogonia, showed the exhaustion of these PLZF-positive cells in *Amh-pa1*^*−/−*^ testis (Additional file 6: Fig. S4d and g), suggesting the disruption of normal spermatogonia self-renewal or differentiation. Besides, the immunofluorescence of spermatocyte nuclear spreads did not reveal remarkable abnormalities in meiosis I prophase using γH2AX and SYCP3 antibodies (Additional file 6: Fig. S4h). So, the loss of PA1 in Sertoli cells compromised the survival of different types of germ cells.

### Disrupted BTB integrity in ***Amh-pa1***^***−/−***^ mice

Previous studies have demonstrated that a disrupted BTB will lead to a remarkable loss in germ cells and complete infertility of male mice [8, 9]. To further determine whether PA1 is required to maintain the BTB, we assessed the integrity of the BTB in *Amh-pa1*^*−/−*^ testes. After injecting biotin into the testis interstitial tissue, we found that biotin penetrated the lumen of seminiferous tubules of *Amh-pa1*^*−/−*^* mice* while biotin was restricted to the basal part of the seminiferous tubules of control mice (Fig. 3a), suggesting the disruption of the barrier function of the BTB. Next, we performed electron microscopy to visualize the cell junctions formed between Sertoli cells. Discontinuous clefts or gaps could be seen at basal Sertoli-Sertoli cell junctions in *Amh-pa1*^*−/−*^ testis while several electron dense areas could be seen at junctions in control testis, indicating the intact tight junctions (Fig. 3b).

**Fig. 3:**
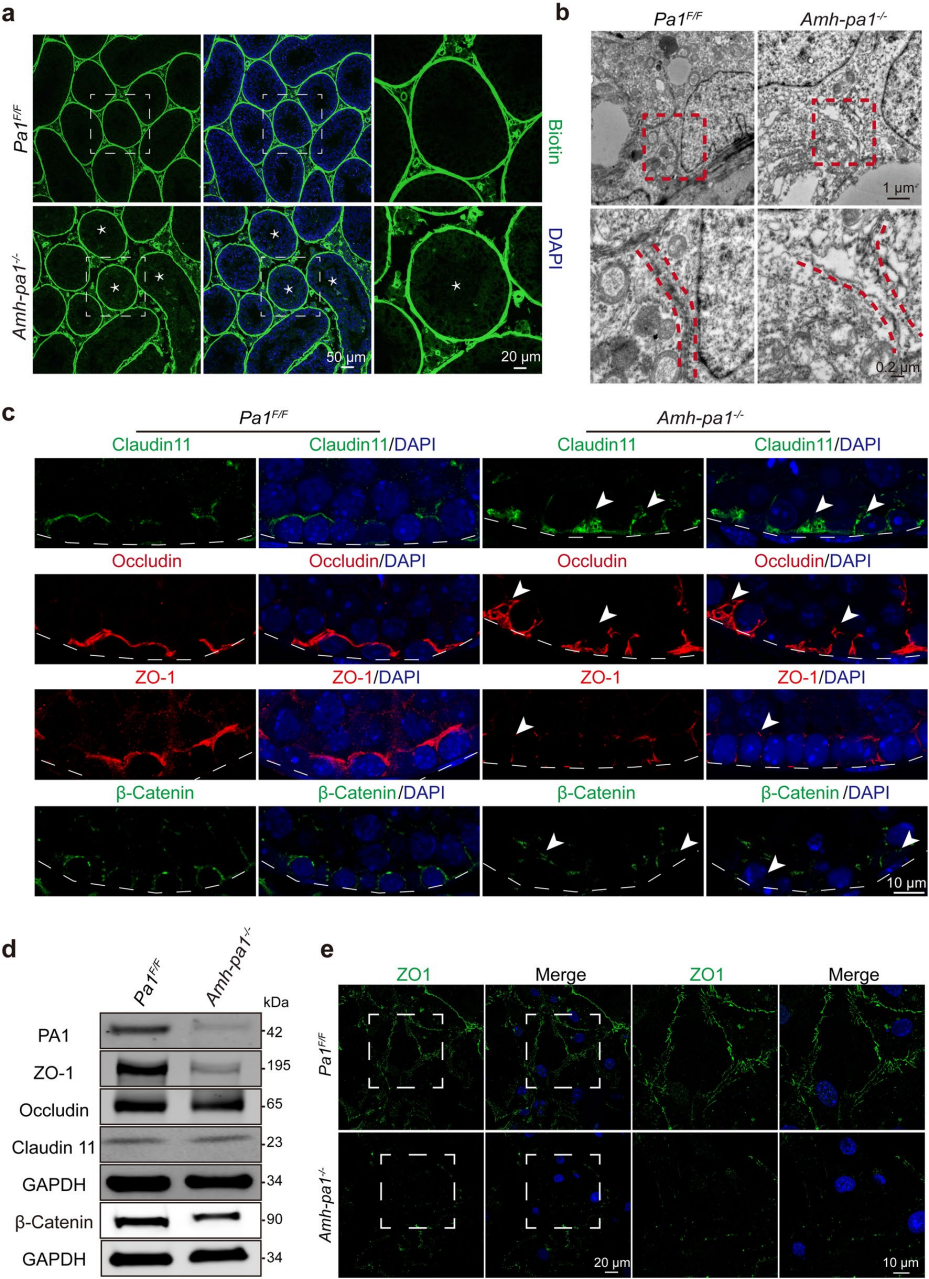
The integrity of BTB is disrupted in *Amh-pa1*^*−/−*^ mice. **a** The integrity of the BTB was observed to be destroyed in 8-week-old *Amh-pa1*^*−/−*^ testes. Immunofluorescence using FITC-labeled streptavidin (green) was conducted on seminiferous tubules of *Pa1*^*F/F*^ (upper) and *Amh-pa1*^*−/−*^ testes (lower) which had been injected with biotin beneath the albuginea. Nuclei were stained with DAPI (blue). Dashed boxes showed localization of the enlarged images. Asterisks indicated biotin penetrated seminiferous tubules. **b** Transmission electron microscope images of adult *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice testes showing the cleft junctions between Sertoli cells at the basal compartment of seminiferous tubules. Red dashed boxes showed localization of the enlarged images shown in the bottom row. Red dashed lines in the enlarged images indicate the cell–cell junctions. **c** BTB components are shown to be disorganized in 8-week-old *Amh-pa1*^*−/−*^ mice testis. Immunofluorescence analysis using anti-Claudin11, anti-Occludin, anti-ZO-1, and anti-β-catenin was conducted in the testis of *Pa1*^*F/F*^ mice (left) and *Amh-pa1*^*−/−*^ mice (right). Nuclei were stained with DAPI (blue). Arrowheads indicate the aberrant patches or diminished signals of the BTB components. Dashed curve indicated basal membrane of seminiferous tubules. **d** Immunoblot analysis of BTB components, including ZO-1, Occludin, Claudin11, and β-Catenin, in the testes of adult wild-type mice and *Amh-pa1*^*−/−*^ mice. **e** Cell junction cannot be formed between *Amh-pa1*^*−/−*^ Sertoli cells. Immunofluorescence using anti-ZO-1 (green) was conducted on Sertoli cells of *Pa1*^*F/F*^ (upper) and *Amh-pa1*^*−/−*^ testes (lower). Nuclei were stained with DAPI (blue). Dashed boxes showed localization of the enlarged images

To clarify whether BTB components were also disrupted in *Amh-pa1*^*−/−*^ testis, we performed immunofluorescent staining of Claudin-11, ZO-1, Occludin, and β-Catenin. In control testicular sections, Claudin-11, ZO-1, Occludin, and β-Catenin were distributed orderly at the basal compartment of seminiferous tubules (Fig. 3c), consistent with results from previous studies. However, in *Amh-pa1*^*−/−*^ testicular sections, an abnormal localization pattern was detected. With Claudin11 and Occludin, we found large patches or clumps of the proteins concentrated at basal compartments (Fig. 3c). With ZO-1 and β-Catenin, weaker signals were found at basal compartments in some of the tubules while some tubules still presented aggregated and patchy signals (Fig. 3c). Further immunoblot analyses of *Amh-pa1*^*−/−*^ testes showed that Claudin 11 and Occludin expression was similar to that in control testes, whereas ZO-1 and β-Catenin were reduced significantly. These results are consistent with previous immunofluorescence results in *Amh-pa1*^*−/−*^ testes, indicating a loss of PA1 in Sertoli cells may influence the BTB components (Fig. 3d).

To further confirm whether PA1 deficiency would affect the formation of cell junctions in Sertoli cells, immunofluorescent staining of ZO1 was performed on purified Sertoli cell obtained from the testes of 20-day-old mice. In control Sertoli cells, ZO1 localized mainly at the junctions between adjacent cells, whereas in *Amh-pa1*^*−/−*^ Sertoli cells, adjacent cells could not form boundary junctions (Fig. 3e), implying PA1 deficiency in Sertoli cells compromises their ability to form functional cell junctions. Hence, *Pa1* knockout in Sertoli cells could disturb the integrity of the BTB and disrupt the distribution of BTB components.

### PA1 is required for normal transcription in Sertoli cells

Based on the nuclear localization of PA1 in Sertoli cells, we speculated that PA1 may exert its functions by affecting downstream gene expression. Hence, we performed RNA-seq using the total RNA from purified Sertoli cells that were obtained from *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes from 20-day-old mice (Fig. 4a). 

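The libraries were made from the total RNA of Sertoli cells isolated from the testes of 20-day-old mice, with 3 replicates of *Pa1* F/F Sertoli cells, which served as the control, and 3 replicates of *Amh-pa1*-/- Sertoli cells, in which the floxed *Pa1* alleles are deleted by a Cre recombinase driven by the *Amh* promoter. In the isolation protocol of the paper the cells were kept at 34 °C and washed after 8 h to remove unattached germ cells. The authors aligned the reads to GRCm38 with HISAT2, counted the reads of each gene with HTSeq, and deposited the counts without normalization. The text of the paper does not state whether the counting used the strand of the reads. Total counts on genes were 16231443, 15344463 and 14051353 in *Pa1* F/F replicates 1, 2 and 3, and 15247587, 13203757 and 14299871 in *Amh-pa1*-/- replicates 1, 2 and 3. A gene with 3 counts in a library, taken here as the floor, stood at between 0.185 and 0.227 CPM at these depths. From the counts, 14919 of the 28262 listed genes passed edgeR's filter on low counts and were tested. Normalized counts are counts divided by the effective library size from edgeR's TMM method and multiplied by its mean over the 6 libraries. TMM centres most genes on no change, so a shift shared by all transcripts would not appear in the fold changes. The reads of *Pa1* itself were not analysed here, so the genotype of each library rests on its label.

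The replicates of a group were unevenly spaced. *Pa1* F/F replicates 1 and 3 differed by a coefficient of variation of 3.59% beyond sampling noise, against 18.5% and 18.4% for the pairs with replicate 2. *Amh-pa1*-/- replicates 1 and 2 differed by 2.41%, against 22.2% and 22.0% for the pairs with replicate 3. Both close pairs still differed by more than counting alone allows, with a chi-square per degree of freedom of 2.23 over 14835 genes and of 1.67 over 14746 genes, and neither pair was taken as 1 library deposited more than once. The counts do not show whether a close pair came from 1 cell preparation or RNA, and the 6 libraries entered the test as the replicates that their labels give. The first principal component of the log2 CPM values held 67.2% of the variance and separated the genotypes, and the next component held 17.2%.

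**Figure D1:**
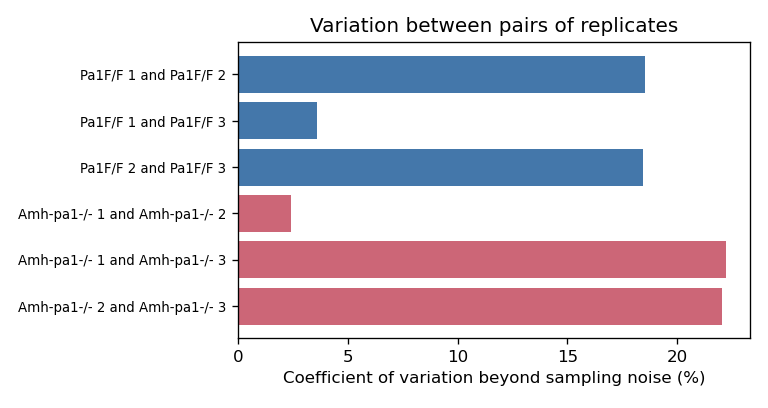
Coefficient of variation beyond sampling noise, in percent, for each pair of replicates within a genotype, one bar per pair. The pair of *Pa1* F/F replicates 1 and 3 and the pair of *Amh-pa1*-/- replicates 1 and 2 stand at 3.59% and 2.41%, and the other pairs between 18.4% and 22.2%.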

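At an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, 1791 genes were differentially expressed between *Amh-pa1*-/- and *Pa1* F/F Sertoli cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 979 were lower and 812 were higher in *Amh-pa1*-/- cells. For 1785 of them (99.7%) the normalized counts of the 3 *Amh-pa1*-/- replicates did not overlap those of the 3 *Pa1* F/F replicates. That share largely follows from selecting the genes on the same libraries. Among all tested genes, which were not selected by genotype, 52.4% did not overlap, as compared with 10% by chance. That chance level takes the 6 libraries as independent, and it would be higher if each close pair came from 1 cell preparation. The authors' deposited table shares 1689 of these calls (94.3%). The threshold moved the number most. With a test against a log2 fold change of 1 (edgeR's glmTreat), 538 genes were left, and with no fold threshold 5266 genes passed. With the counts of each close pair of replicates summed, a setting chosen after seeing the data that leaves 2 libraries per genotype, 883 genes were differentially expressed, of which 834 were shared.

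Among differentially expressed genes with a mean of at least 50 normalized counts and no overlap between the genotypes, *Sfn* on chromosome 4 fell from 1972 ± 165 to 10.7 ± 3.14 normalized counts (SD, n = 3 per genotype). *Trim12a* and *Trim30d* lie in one block of Trim genes on chromosome 7 and had at most 1 count in any *Amh-pa1*-/- library. *Trim12a*, which overlaps the antisense gene *Gm15133*, was at least 189-fold lower, and at least 166-fold lower without *Pa1* F/F replicate 2. *Trim30d* was at least 194-fold lower, a bound that rested on *Pa1* F/F replicate 2, since its normalized counts in *Pa1* F/F replicates 1, 2 and 3 were 124, 1456 and 165 and the bound without replicate 2 was 48.1-fold. The bounds of *Saa3* and *Hp* rested on the same replicate, while both were past the threshold without it (edgeR, adjusted p = 0.00258 and 0.00948). *Saa3* had 31.7, 876 and 50.3 normalized counts in the *Pa1* F/F replicates, and was at least 106-fold lower with replicate 2 and at least 13.7-fold lower without it. *Hp* had 10.9, 379 and 21.0 normalized counts, and was at least 45.6-fold lower with replicate 2 and at least 5.31-fold lower without it. *Trim30d*, *Saa3* and *Hp* were past the threshold in edgeR's test but not with limma-voom (adjusted p = 0.0961, 0.161 and 0.109). The authors' deposited table gives none of them an adjusted p-value and does not call them. *Saa3* was also not past the threshold in edgeR's test without *Amh-pa1*-/- replicate 1 or 2 (adjusted p = 0.0757 and 0.0699), nor *Hp* without *Amh-pa1*-/- replicate 1, 2 or 3 (edgeR, adjusted p = 0.122, 0.0912 and 0.0585). The genes that rose most were *Pkhd1l1* with a log2 fold change of 7.05, *Lhx6* with 5.27, *Upk3b* with 4.98, *Epyc* with 4.91 and the long noncoding RNA *Gm37565* with 4.87. These fitted values are imprecise where control counts were near the floor. Counts in *Pa1* F/F replicates 1, 2 and 3 were 2, 2 and 4 for *Pkhd1l1*, 3, 6 and 1 for *Lhx6*, and 3, 0 and 8 for *Gm37565*. With 1 replicate left out, their log2 fold changes ranged from 6.84 to 7.50, from 4.90 to 5.97 and from 4.29 to 6.15.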

Transcriptome analysis revealed that 1045 genes were downregulated, and 899 genes were upregulated (Fig. 4b and c) in *Pa1*-knockout Sertoli cells in contrast to the control Sertoli cells. 

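Lower genes made up 54.7% of the differentially expressed genes (95% Wilson interval from 52.3% to 57.0%, which takes the genes as independent). The median log2 fold change was -1.60 among the lower genes and 1.50 among the higher genes. The share depended on the fold threshold. With an adjusted p-value under 0.05 alone, 2548 genes were lower and 2718 were higher, so that 48.4% were lower. Leaving out *Amh-pa1*-/- replicate 3 gave 58.6%, and leaving out *Amh-pa1*-/- replicate 1 gave 51.6%. With a correction for GC content and transcript length, chosen after seeing the data, the share was 52.0%. The median log2 fold change of all tested genes was 0.00, which the normalization sets close to that value.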

The overall effect of PA1 in mouse Sertoli cells seems to promote the transcription of downstream genes. Importantly, GO analysis of differentially expressed genes (DEGs) found that the downregulated genes were associated with cell adhesion, phagocytosis, positive regulation of gene expression, and actin cytoskeletal organization (Fig. 4d), whereas upregulated genes were relevant to cell cycle and DNA replication processes (Additional file 8: Fig. S6b, c). 

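The GO terms that the deposited table lists for each gene were tested with a one-sided Fisher's exact test of the lower or the higher genes against all tested genes with an annotation, and adjusted over 19 tests by Benjamini-Hochberg. Only genes that carry the term itself were counted, without its more specific terms. At an adjusted p-value under 0.05, 10 terms passed. With the genes from the test against a log2 fold change of 1, only 1 of them did, calcium ion binding.

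Among lower genes, cell adhesion held 28 of its 230 tested genes (12.2%), as compared with 6.50% of all annotated genes (Fisher's exact test, odds ratio 2.03, adjusted p = 0.00309). Without the fold threshold, cell adhesion was not past the threshold (exact test, adjusted p = 0.135). Phagocytosis held 7 of 30 (exact test, odds ratio 4.41, adjusted p = 0.00704), and with at least 10 counts required in every library its adjusted p-value in the exact test was 0.0735. Cell surface receptor signaling pathway held 21 of 110 (exact test, odds ratio 3.46, adjusted p = 6.46e-05), and was not past the threshold with the close pairs of replicates summed (exact test, adjusted p = 0.104). Positive regulation of gene expression held 21 of 242 (exact test, odds ratio 1.38, adjusted p = 0.157), and was past the threshold with the genes called by DESeq2's Wald test (0.0392), by the binomial test on summed reads (0.0392), without a filter on low counts (0.0346) and without *Amh-pa1*-/- replicate 3 (0.00826). Cortical actin cytoskeleton organization held 4 of 25 (exact test, odds ratio 2.75, adjusted p = 0.119), and 0.0431 in the exact test against all annotated genes of the table. A list of 22 macrophage markers, of which 18 were tested, also fell, with a median log2 fold change of -2.51, 13 lower and 2 higher. Genes expressed by macrophages were not removed from these terms, so their lower members cannot be assigned to Sertoli cells alone.

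Among higher genes, DNA replication held 14 of 92 (exact test, odds ratio 3.35, adjusted p = 0.000942), but with *Amh-pa1*-/- replicate 3 left out its adjusted p-value in the exact test was 0.160. Cell cycle held 11 of 200 (exact test, odds ratio 1.07, adjusted p = 0.498), and with no fold threshold its odds ratio was 1.84 (exact test, adjusted p = 0.000883). With limma's camera, which ranks all tested genes, phagocytosis (adjusted p = 0.0343) and DNA replication (adjusted p = 0.000127) were the terms that passed in the direction given here. A list of 32 cell cycle genes had a median log2 fold change of 0.94, with 22 members higher and 1 lower at an adjusted p-value under 0.05 (limma's camera with a preset inter-gene correlation of 0.01, adjusted p = 9.83e-08 over 13 lists). Adjusted over the list alone, 24 were higher and 1 was lower.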

Most of the downregulated genes were associated with membrane integrity and function and involved in actin filament binding (Additional file 7: Fig. S5a–c), whereas the upregulated genes were related to chromosomal activities (Additional file 8: Fig. S6a) and associated with calcium ion binding and protein binding (Additional file 8: Fig. S6d).

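In the same tests, membrane held 86 of its 1708 tested genes among the lower genes (5.04%, as compared with 6.52% of all genes annotated for cellular component, odds ratio 0.733). Cell junction held 32 of 304 (Fisher's exact test, odds ratio 1.71, adjusted p = 0.00987). It was not past the threshold in the exact test with *Amh-pa1*-/- replicate 1 left out (adjusted p = 0.118), with *Amh-pa1*-/- replicate 2 left out (adjusted p = 0.0581), with at least 10 counts in every library (adjusted p = 0.103) or with no fold threshold (adjusted p = 0.249). Actin filament binding held 7 of 81 (exact test, odds ratio 1.39, adjusted p = 0.331) and actin cytoskeleton 13 of 153 (exact test, odds ratio 1.34, adjusted p = 0.270). Actin binding held 6.93% of its tested genes (odds ratio 1.09), and its odds ratio was 0.945 with *Amh-pa1*-/- replicate 3 left out. Among higher genes, actin binding held 4.95% of its tested genes (exact test, odds ratio 0.963, adjusted p = 0.628 over 20 tests, a test added after seeing the data). Its odds ratio lay between 0.794 and 1.54 over 15 alternatives without the replicate number, above 1 in 9 of them, and it was past the threshold in none (lowest adjusted p in the exact test 0.0772). Chromosome held 7 of 108 (exact test, odds ratio 1.23, adjusted p = 0.422), and with *Amh-pa1*-/- replicate 3 left out its odds ratio was 0.664. Calcium ion binding held 55 of 467 (11.8%, as compared with 5.13% of all genes annotated for molecular function, exact test, odds ratio 2.62, adjusted p = 1.02e-07). Its odds ratio stayed between 1.49 and 3.02 over 15 alternative settings without the replicate number. Over all of its tested genes, the median log2 fold change of calcium ion binding was 0.00, and limma's camera gave an adjusted p of 0.954. The term protein binding was not analysed here.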

**Fig. 4:**
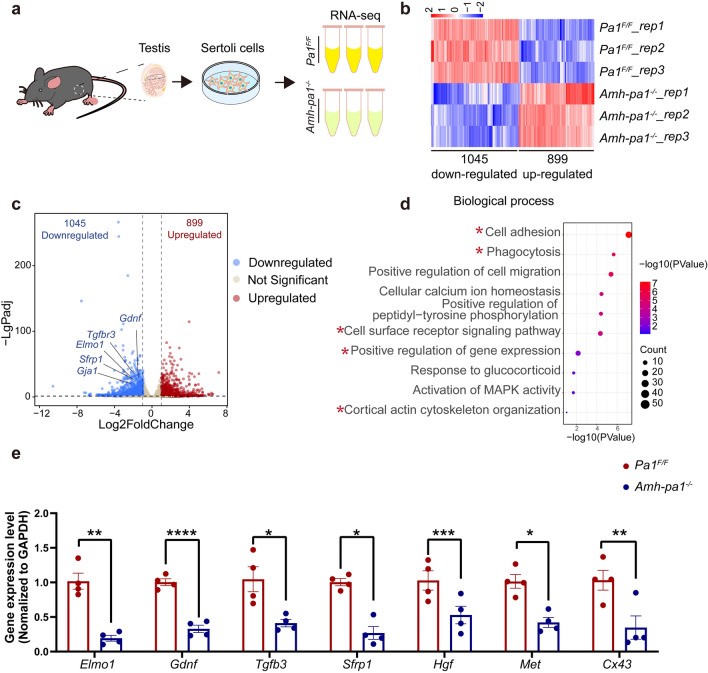
PA1 is required for normal transcription in Sertoli cells. **a** Schematic diagram depicting transcriptome analysis of Sertoli cells. Briefly, Total RNA of wild type and *Pa1*-knockout Sertoli cells from 20-day-old mice testes were collected for the RNA-seq. **b** Heatmaps depicting significantly upregulated and downregulated genes in *Pa1*^*F/F*^ (upper) and *Amh-pa1*^*−/−*^ Sertoli cells (lower). The genes with |log2 Fold change|≥ 1 and q < 0.05 were determined to generate the heatmap. **c** Volcano plot showing DEGs in *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ Sertoli cells. The significant changed downregulated genes associated with Sertoli functions were labeled with gene name. **d** GO-Biological process analysis of 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Biological process of cell adhesion, phagocytosis, positive regulation of gene expression, cell surface receptor signaling pathway, and cortical actin cytoskeleton organization were labeled with asterisks. **e** RT-qPCR of DEGs identified in the volcano plot including *Elmo1*, *Gdnf*, *Tgfb3*, *Sfrp1*, *Hgf*, *Met* and *Cx43* relative to *Gapdh* in *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ Sertoli cells. (n = 4). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

Within this subset of genes, many of the downregulated genes are reported to play important roles in Sertoli cells, including *Elmo1*, *Gdnf*, and *Sfrp1* (Fig. 4c and e) [32–34]. 

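*Elmo1* (ENSMUSG00000041112) lies on chromosome 13 of GRCm38 from 20090596 to 20608353. Its normalized count was 1353 ± 224 (SD, n = 3) in *Pa1* F/F cells and 229 ± 60.7 (SD, n = 3) in *Amh-pa1*-/- cells, with a log2 fold change of -2.56 (standard error 0.22, adjusted p = 0.000451 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gdnf* (ENSMUSG00000022144, chromosome 15, from 7811011 to 7837575) had 700.4 ± 42.8 and 280.0 ± 14.4 normalized counts (SD, n = 3 each). Its log2 fold change was -1.32 (standard error 0.08, adjusted p = 0.000159 from the same edgeR test). *Sfrp1* (ENSMUSG00000031548, chromosome 8, from 23411502 to 23449632) had 877 ± 52.1 and 305 ± 51.8 normalized counts (SD, n = 3 each), and its log2 fold change was -1.52 (standard error 0.13, adjusted p = 0.000419 from the same edgeR test). For each of these genes every *Amh-pa1*-/- replicate lay below every *Pa1* F/F replicate, which in an exact two-sided permutation test gives p = 0.1, the smallest value that 3 against 3 replicates allow. The permutation test takes the replicates as independent, which the close pairs leave open.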

One notable gene, secreted Frizzled-related protein 1 (sFRP1), is highly expressed in both germ cells and Sertoli cells and has been proved to regulate spermatid adhesion in the testis. In our study, decreased sFRP1 could explain the abnormal loss and exfoliation of germ cells within the seminiferous tubules of the *Amh-pa1*^*−/−*^ testis [34]. 

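The normalized counts of *Sfrp1* in *Pa1* F/F replicates 1, 2 and 3 were 855, 936 and 839, and in *Amh-pa1*-/- replicates 1, 2 and 3 they were 270.4, 281 and 365. *Amh-pa1*-/- replicate 3 stood above the other two *Amh-pa1*-/- replicates, and leaving it out gave the lowest log2 fold change of *Sfrp1* among the fits without 1 replicate, -1.67. RNA was taken from isolated Sertoli cells, so these counts do not cover *Sfrp1* in germ cells.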

Hepatocyte growth factor (HGF) and its receptor Met are reported to be involved during BTB formation, strongly indicating that the compromised integrity of the BTB could partially be due to reduced HGF and Met [35, 36]. In addition, ELMO1 is necessary for the phagocytosis functioning of Sertoli cells, and GDNF is an essential secreted factor of Sertoli cells for spermatogonia self-renewal, corresponding to the aforementioned phenotype. 

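*Hgf* (ENSMUSG00000028864) lies on chromosome 5 from 16553495 to 16620152. Its normalized count fell from 154 ± 3.35 (SD, n = 3) in *Pa1* F/F cells to 63.9 ± 1.32 (SD, n = 3) in *Amh-pa1*-/- cells, with a log2 fold change of -1.27 (standard error 0.12, edgeR quasi-likelihood test, adjusted p = 0.000612). *Met* (ENSMUSG00000009376, chromosome 6, from 17463800 to 17573980) had 193 ± 20.3 and 63.2 ± 17.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.61 (standard error 0.21, edgeR quasi-likelihood test, adjusted p = 0.00202). The lowest count among the *Amh-pa1*-/- libraries was 47, for *Met* in replicate 3, so that counting error made up more of the spread than for *Elmo1* or *Sfrp1*.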

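*Elmo1* had 1431, 1101 and 1527 normalized counts in *Pa1* F/F replicates 1, 2 and 3, and 242 and 283 in *Amh-pa1*-/- replicates 1 and 2, with *Amh-pa1*-/- replicate 3 below both. For *Gdnf* the values were 710.4, 654 and 737 in *Pa1* F/F cells, and 278, 295 and 267 in *Amh-pa1*-/- cells. The SD of *Gdnf* within each genotype was small against the difference between the genotypes, and *Elmo1* varied more between replicates of both genotypes. The table annotates *Elmo1* to phagocytosis, engulfment and not to the term phagocytosis itself.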

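*Tgfb3* (ENSMUSG00000021253) lies on chromosome 12 from 86056745 to 86079041, overlapping a gene on the other strand, *Ttll5*, with which reads could be shared if the counting did not use strand. Its normalized count was 1376 ± 148 (SD, n = 3) in *Pa1* F/F cells and 651 ± 139 (SD, n = 3) in *Amh-pa1*-/- cells, with a log2 fold change of -1.08 (standard error 0.16, edgeR quasi-likelihood test, adjusted p = 0.00300). It lay just past the fold threshold of 1. With *Amh-pa1*-/- replicate 1 or 2 left out its log2 fold change was -0.98 or -0.99, short of the threshold. *Tgfbr3* (ENSMUSG00000029287, chromosome 5, from 107106570 to 107289629) had 739.7 ± 42.8 and 192 ± 36.3 normalized counts (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.14, edgeR quasi-likelihood test, adjusted p = 0.000248). Of a list of 49 TGF-β pathway genes 46 were tested, and their median log2 fold change was -0.29 (limma's camera, adjusted p = 0.00899 over 13 lists). Without *Amh-pa1*-/- replicate 3 it was -0.47 (limma's camera, adjusted p = 0.000155). At an adjusted p-value under 0.05, 16 members were lower and 3 were higher, and adjusted over the list alone 18 were lower and 4 were higher. The lists past the threshold with the preset inter-gene correlation were the TGF-β pathway, cell cycle, macrophage and Leydig cell genes. All 4 held under limma's fry, where the adjusted p-value of the TGF-β list was 0.0373, and none of the 4 held with an estimated correlation in limma's camera, where its adjusted p-value was 0.622.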

Among the DEGs, we also noticed significantly decreased expression of *Tgfb3*, *Tgfbr3* and others genes related to the TGF-β signaling pathway, implying the importance of PA1 in the regulation of the TGF-β signaling pathway in Sertoli cells. Intriguingly, *Cx43,* which is indispensable for normal Sertoli function, was also significantly decreased, further indicating the dysfunction of *Amh-pa1*^*−/−*^ Sertoli cells. 

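*Cx43* is listed by its symbol *Gja1* (ENSMUSG00000050953) and lies on chromosome 10 of GRCm38 from 56377330 to 56402513. Its normalized count was 1531 ± 424 (SD, n = 3) in *Pa1* F/F cells and 483 ± 133 (SD, n = 3) in *Amh-pa1*-/- cells. The log2 fold change was -1.66 (standard error 0.25, adjusted p = 0.00336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread of *Cx43* between *Pa1* F/F replicates was wider than that of *Sfrp1* or *Tgfbr3*, and the lowest *Pa1* F/F replicate still stood above the highest *Amh-pa1*-/- replicate.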

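Transcripts of 8 genes (*Elmo1*, *Gdnf*, *Sfrp1*, *Hgf*, *Met*, *Tgfb3*, *Tgfbr3* and *Cx43*) fell in *Amh-pa1*-/- Sertoli cells, each without overlap between the genotypes, and the direction was the same in every fit that left out 1 replicate. A list of 27 Sertoli cell marker genes, of which 24 were tested, had a median log2 fold change of -0.35 (limma's camera, adjusted p = 0.0543). At an adjusted p-value under 0.05, 10 members were lower and 2 were higher, and adjusted over the list alone 11 were lower and 5 were higher. The list was past the threshold without *Amh-pa1*-/- replicate 3 (median -0.46, limma's camera, adjusted p = 0.0178), without *Pa1* F/F replicate 2 (limma's camera, adjusted p = 0.0249) and without *Pa1* F/F replicate 3 (limma's camera, adjusted p = 0.0489). It was also past it with DESeq2's Wald test (limma's camera, adjusted p = 0.0286), limma-voom (0.0366), no filter beyond 1 count (0.0212), the binomial test (4.75e-12) and limma's fry (0.0184), which makes 8 of 15 alternatives without the replicate number, and with DESeq2's Wald test and no filter, chosen after seeing the data (0.00840). The adjusted p-value over the 15 ranged up to 0.523, with an estimated correlation. Its median was -0.22 without *Amh-pa1*-/- replicate 1 and -0.23 without *Amh-pa1*-/- replicate 2. Blood-testis barrier components as a list had a median log2 fold change of 0.18 (19 of 22 tested, limma's camera, adjusted p = 0.159), with 1 member lower and 6 higher, and the same numbers adjusted over the list alone. Without *Amh-pa1*-/- replicate 3 this median was 0.30 and past the threshold (limma's camera, adjusted p = 0.0178), as it was with the binomial test (limma's camera, adjusted p = 0.0227), without *Pa1* F/F replicate 2 it was 0.12, and without *Amh-pa1*-/- replicate 1 or 2 it was 0.05 or 0.04. From the differential expression of several genes associated with normal Sertoli cell functions, the paper concludes that PA1 takes part in the transcription regulation of Sertoli cells.

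**Figure D2:**
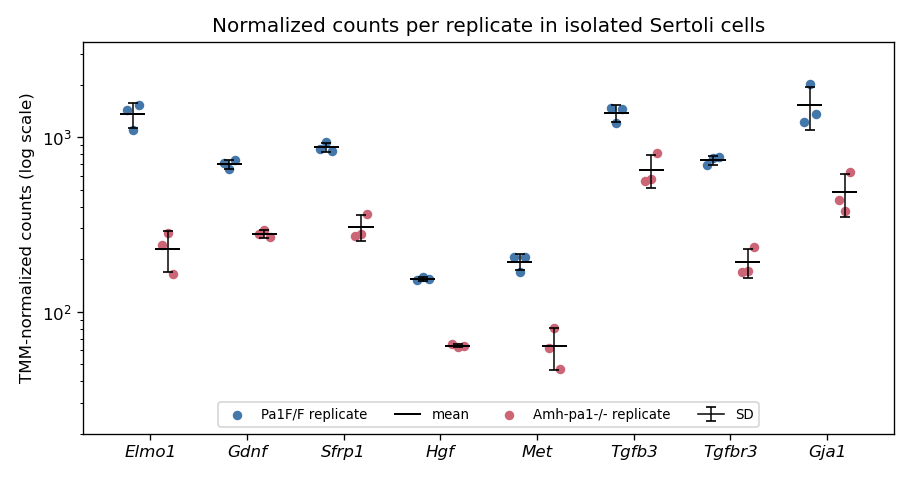
TMM-normalized counts on a log scale for 8 genes, with one point per replicate of *Pa1* F/F and *Amh-pa1*-/- Sertoli cells, a line at the mean and bars of 1 SD. All 3 *Amh-pa1*-/- points lie below all 3 *Pa1* F/F points for each gene, with the largest distance for *Elmo1*.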

Taken together, transcriptome analyses revealed several key genes associated with normal Sertoli cell functions were differentially expressed when compared *Amh-pa1*^*−/−*^ with wild-type Sertoli cells, indicating PA1 plays critical roles in the transcription regulation of Sertoli cells.

### PA1-associated genes in mouse Sertoli cells

To validate potential PA1-associated targets in Sertoli cells, we performed Cut-Tag experiments with purified Sertoli cells obtained from 20-day-old mice using a PA1 antibody previously validated in ChIP experiments (Fig. 5a) [24]. PA1-bound signals were more prominent at promoter regions compared with IgG-bound signals and could be detected at 3553 genes as shown by the Cut-Tag metaplot and heatmap (Fig. 5b and c). To clarify the functions of these genes, we performed GO analysis and terms such as positive regulation of transcription from RNA polymerase II promoter as well as some ubiquitous signaling pathways such as TGF-β signaling pathway, and positive regulation of JUN kinase activity are enriched in the biological process (Fig. 5d). Cell adhesion was also a notable biological process, and cell junction could be found within cellular components (Fig. 5d). Terms associated with actin cytoskeleton, such as actin cytoskeleton organization and actin binding, were included in results as well (Fig. 5d and Fig. 5e).

**Fig. 5:**
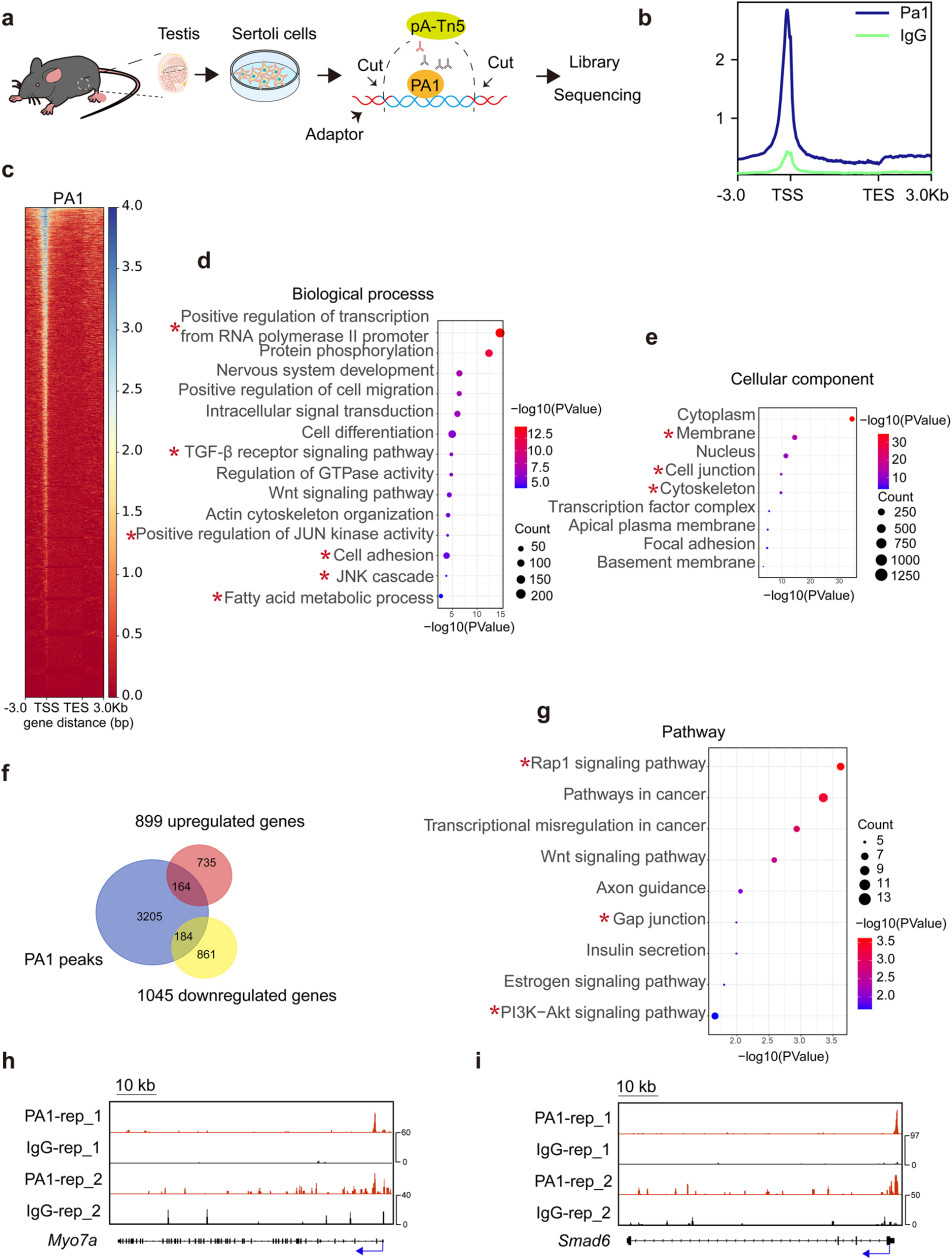
PA1-bound targets in mouse Sertoli cells. **a** Schematic diagram depicting the mechanism of Cut-Tag experiments in the Sertoli cells. Briefly, Sertoli cells from 20-day-old WT mice testes were collected to perform the Cut Tag experiments. Cells were sequentially incubated with anti-PA1 antibody, secondary antibody and pA-Tn5 to specifically cut the PA1-bound DNA regions and add the adapter to the end of DNA fragments. The DNA fragments were next prepared for library and sequencing. **b** Metaplot showing the Cut-Tag signals of PA1 (blue line) and IgG (green line) in Sertoli cells. **c** Heatmap of the binding sites (3553 genes) of PA1 at the positions − 3.0 kb upstream to + 3.0 kb downstream relative to transcription start site (TSS) and transcription end sites (TES). **d** GO-Biological process analysis of PA1 bound genes. Biological processes of positive regulation of transcription from RNA polymerase II promoter, TGF-β receptor signaling pathway, positive regulation of JUN kinase activity, cell adhesion, JUK cascade and fatty acid metabolic process were labeled with asterisks. **e** GO-Cellular component analysis of PA1 bound genes. Cellular components of membrane, cell junction and actin cytoskeleton were labeled with asterisks. **f** Venn diagrams displaying the overlap of downregulated genes and upregulated genes with PA1 bound genes. **g** KEGG pathway analysis of the 184 genes found in both 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells and PA1 bound genes. **h** Genomic view of PA1 (Red) and control IgG (Black) at *Myo7a* in wild-type Sertoli cells. Blue arrows indicated transcription start site (TSS). **i** Genomic view of PA1 (Red) and control IgG (Black) at *Smad6* in wild-type Sertoli cells. Blue arrows indicated transcription start site (TSS)

Among the DEGs, 184 downregulated genes overlapped with PA1 bound genes while 164 upregulated genes were enriched for PA1 bound genes (Fig. 5f). Previously identified downregulated genes, such as *Gdnf*, *Elmo1*, *Hgf*, *Met* and *Tgfbr3*, were included in this cluster of 184 downregulated genes, further confirming the importance of PA1 in gene regulation. 

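In the RNA-seq data, leaving out each of the 6 replicates in turn kept all of these genes past both thresholds. Over those fits the log2 fold change ranged from -2.72 to -2.36 for *Elmo1*, from -1.37 to -1.29 for *Gdnf*, from -1.28 to -1.24 for *Hgf*, from -1.81 to -1.44 for *Met* and from -2.11 to -1.86 for *Tgfbr3*. The largest adjusted p-value among them from edgeR's quasi-likelihood test was 0.0134, for *Met*. The Cut-Tag signals were not analysed here.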

Similar to the results of the transcriptome analysis, GO analysis of the 184 downregulated genes uncovered associations with cell adhesion and actin cytoskeleton organization and enriched pathways included those of gap junctions (Fig. 5g and Additional file 9: Fig. S7a). With actin cytoskeleton binding, MYO7A is known to be an actin binding protein and to be associated with ES in the testis, and we observed strong signals around the *Myo7a* promoter (Fig. 5h). Besides, TGF-β pathways were also significantly enriched in the GO analysis, and we identified strong signals at the promoter of *Smad6,* which is a critical component of the TGF-β signaling pathway. These findings suggest an important role of PA1 in the TGF-β signaling pathway (Fig. 5i and Additional file 9: Fig. S7a), and overall, PA1 might play a prominent role in regulating gene expression by acting on the promoters of target genes.

### PA1 cooperates with JUN to regulate downstream gene expression

Although PA1 appears to be indispensable for normal transcription in Sertoli cells, known DNA-binding domains have not been identified within the PA1 protein. Therefore, PA1 would need to interact with other proteins that possess DNA-binding domains to jointly affect downstream gene expression. To reveal the proteins that potentially interact with PA1, we performed motif analysis of PA1-targeted DNA sequences obtained from Cut-Tag results. Notably, the motif analysis showed that the most prevalent DNA element was -TGACTCA-, which is the typical binding site for the transcription Activation Protein 1 (AP-1) complex, including JUN, FOSB, FOS as well as other transcription factors (Fig. 6a) [37]. Interestingly, upstream analysis of the 1045 downregulated genes found that the most significant transcription factor was JUN (Fig. 6b), strongly supporting the close relationship between JUN and PA1. Supporting studies were done to compare control MEFs with PA1-deleted MEFs, and the identified downregulated genes were then used to perform upstream analysis. These analyses revealed that the most enriched upstream transcription factor was indeed JUN (Additional file 9: Fig. S7b) [24]. To determine whether PA1 could actually interact with JUN, we performed co-immunoprecipitation experiments of PA1 and JUN using the TM4 Sertoli cell line. Results showed that PA1 did indeed interact with JUN (Fig. 6c). However, we did detect a relatively low expression of endogenous JUN in the TM4 Sertoli cells which may compromise the detection of endogenous interaction of PA1 and JUN (Additional file 9: Fig. S7c). Hence, we tried to transfected the TM4 Sertoli cells with a relative low level of *pCS2-Myc-Jun* plasmids and the proteins collected from the transfected cells were immunoprecipitated with the anti-PA1 antibody. With this method, we did detect the strong interaction between PA1 and JUN (Fig. 6d). Next, to determine whether JUN also localizes in Sertoli cells in mouse testis, we performed an immunofluorescence analysis of JUN in mouse testis with a specific marker for Sertoli cells, Sox9. We did find that JUN mainly localized in Sertoli cells (Fig. 6e), further confirming the possible interaction of JUN with PA1 in mouse testis. We also determined that c-Fos and JunB were enriched as upstream transcription factors of the downregulated genes, implying the potential interaction between other AP-1 complex components and PA1.

**Fig. 6:**
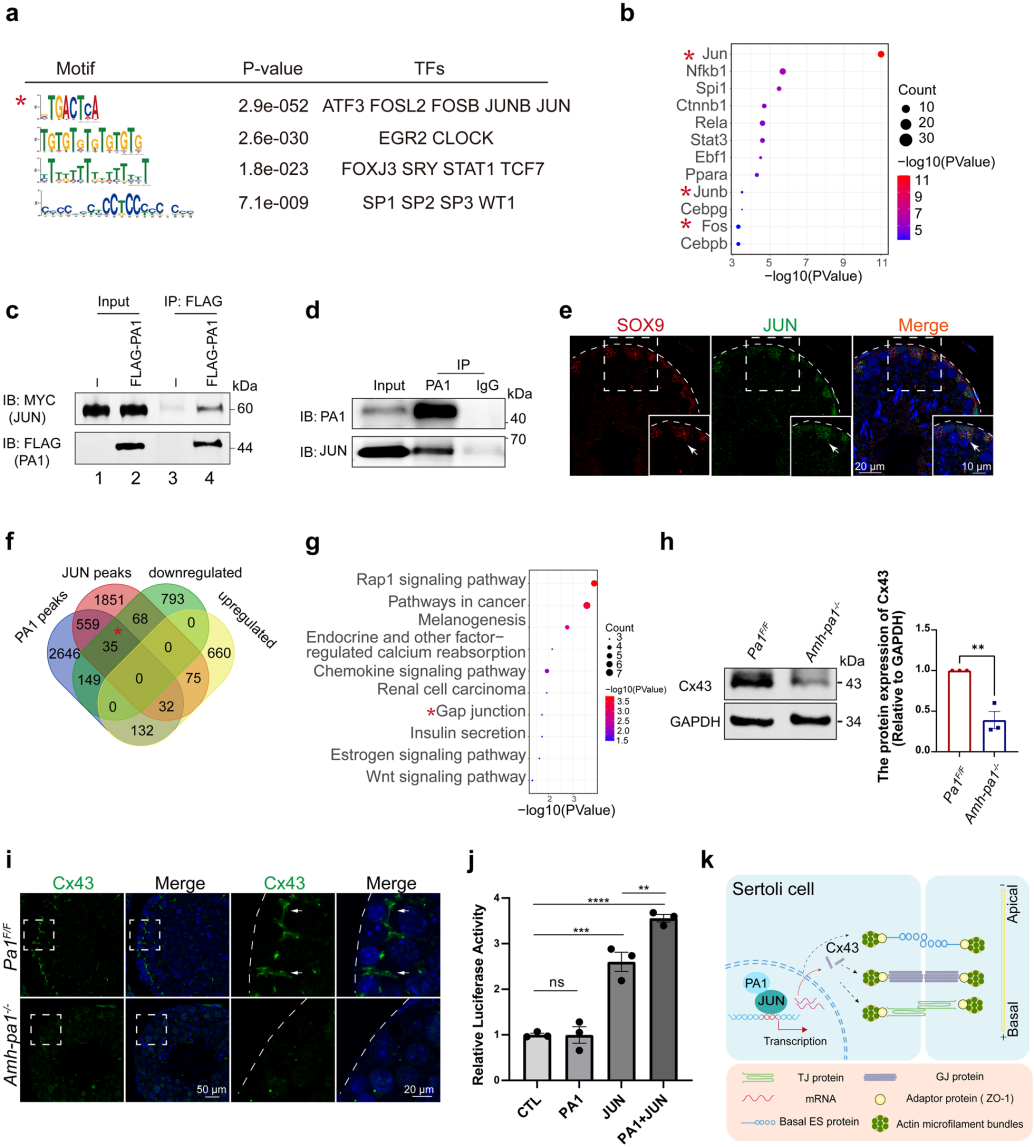
PA1 together with JUN regulates downstream gene expression. **a** PA1 bound motifs identified by MEME in Sertoli cells. The motif sequence is shown in the left column, the P value is shown in middle column and the corresponding transcription factors (TFs) are shown in the right column. The most significant motif sequence was labeled with asterisk. **b** Bubble plot of the upstream transcription factor analysis of 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. The components of AP-1 complex were labeled with asterisks. **c** PA1 was shown to be able to interact with JUN in TM4 Sertoli cells. Lane 1 indicated the input of the *pCS2-Myc-Jun* transfected TM4 cells. Lane 2 represented the input of the TM4 cells co*-*transfected with *pCS2-Myc-Jun* and *pRK-Flag-Pa1*. Lane 3 are the immunoprecipitated products of *pCS2-Myc-Jun* transfected TM4 cells using anti-FLAG antibody*.* Lane 4 are the immunoprecipitated products of the TM4 cells co*-*transfected with *pCS2-Myc-Jun* and *pRK-Flag-Pa1* using anti-FLAG antibody. All th*e lanes* were analyzed with anti-MYC and anti-FLAG antibodies in immunoblot experiment. **d** The endogenous PA1 could interact with JUN. TM4 cells in 6-well plate were transfected with 0.5ug *pCS2-Myc-Jun* plasmid and then the proteins were further immunoprecipitated with PA1 antibody and analyzed with anti-PA1 and anti-JUN antibodies in immunoblot experiment. **e** Immunofluorescence images of JUN in adult mouse testis. Seminiferous tubule sections of wild-type testes were co-stained for Sertoli cell marker SOX9 (red) and JUN (green) and the nuclei was stained with DAPI (blue). Arrows indicated positive cells for positive signals for SOX9 and JUN. Dashed boxes showed localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules. **f** Venn diagrams displaying the overlap of PA1 bound genes, JUN bound genes in MCF-7 cells [38] and downregulated and upregulated genes from the transcriptome analysis. **g** KEGG pathway analysis of 35 overlapped genes among PA1 bound genes in Sertoli cells, JUN bound genes in MCF-7 cells and downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Term of gap junction was labeled with asterisk. **h** Immunoblot analysis and statistical analysis of the protein level of Cx43 in *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testis. (n = 3). Data are presented as mean ± SEM. **p < 0.01. **i** Cx43 signal was diminished in *Amh-pa1*^*−/−*^ mouse testis compared with *Pa1*^*F/F*^ mouse testis. Seminiferous tubule sections of *Pa1*^*F/F*^ mice (upper) and *Amh-pa1*^*−/−*^ mice (lower) were stained for Cx43 (green), and the nuclei was stained with DAPI (blue). Dashed boxes showed localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules. Arrows indicate Cx43 signals at the basal compartment of seminiferous tubules. **j** The overexpression of PA1 together with JUN could promote the promoter activity of *Cx43*. Luciferase reporter assays in TM4 cells were transfected with empty *pCS2* vector, *pCS2-Myc-Pa1*, *pCS2-Myc-Jun* or *pCS2-Myc-Pa1 and pCS2-Myc-Jun* plasmids (n = 3). Data are presented as mean ± SEM. **p < 0.01. ***p < 0.001, ****p < 0.001. **k** PA1 is required for the construction and maintenance of the BTB in mouse Sertoli cells. PA1 functions as a cofactor of JUN to regulate the downstream gene expression in the nuclei of Sertoli cells, such as *Cx43*, and participate in maintaining the functional BTB. Moreover, PA1 may also regulate downstream gene expression associated with BTB regulation, such as basal ES, contributing to the integrity of the BTB

Next, we compared ChIP-seq data of JUN performed in MCF-7 cells with PA1 Cut-Tag results performed in Sertoli cells [38]. Our comparison revealed that the 626 overlapped genes were observed with JUN bound genes in MCF-7 cells and PA1 bound genes in Sertoli cells (Additional file 9: Fig. S7d). GO analysis of these 626 genes identified relationships with adherens junction, gap junction, actin binding and actin filament binding (Additional file 9: Fig. S7e–g). Further analysis with our transcriptome results uncovered that 35 genes coexisted within downregulated genes, JUN signals and PA1 signal clusters (Fig. 6f). GO analysis of these 35 genes found that gap junction was still one of the most significant terms (Fig. 6g). Among the genes related to gap junction, it has been reported that a functional relationship between JUN and Sox8 or Sox9 co-regulates the expression of Cx43 via the recruitment of JUN to the mouse *Cx43* promoter [39, 40]. Our transcriptome results did indeed reveal a significant decrease of *Cx43* in *Amh-pa1*^*−/−*^ Sertoli cells, as the RT-qPCR results confirmed (Fig. 4e). 

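The normalized counts of *Cx43* (*Gja1*) were 1226, 2015 and 1352 in *Pa1* F/F replicates 1, 2 and 3, and 437, 379 and 632 in *Amh-pa1*-/- replicates 1, 2 and 3. *Pa1* F/F replicate 2 and *Amh-pa1*-/- replicate 3 stood highest in their groups. With each replicate left out in turn, the log2 fold change of *Gja1* stayed between -1.90 and -1.42, and the adjusted p-value from edgeR's quasi-likelihood test was at most 0.0174. The authors' deposited table gives *Gja1* an adjusted p-value of 2.18e-10.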

To further confirm the regulation of PA1 on Cx43, we conducted immunofluorescence and immunoblot analyses on control and *Amh-pa1*^*−/−*^ mice testes. The immunoblot experiment found a significant decrease of Cx43 in the *Amh-pa1*^*−/−*^ testis(Fig. 6h, i). Notably, we could hardly detect signals of Cx43 in the *Amh-pa1*^*−/−*^ testis whereas in the control mice, Cx43 localized at the basal compartment of seminiferous tubules (Fig. 6i). Further dual-luciferases experiments were performed to testify the transcription co-regulation of PA1 and JUN on the promoter of *Cx43*. The results showed that solely transfection of PA1 could not increase the transcriptional activity of *Cx43* promoter while the overexpression of JUN could promote the activity of *Cx43* promoter which is consistent with the previous published studies. The overexpression of PA1 as well as JUN did significantly enhance the promoter activity of Cx43 compared with the control group and the group solely transfected with JUN, suggesting that the transcription co-regulation of PA1 and JUN in TM4 cells (Fig. 6j). Hence, we conclude that PA1 may cooperate with JUN to regulate the transcription of *Cx43* and probably other BTB-related genes in Sertoli cells.

## Discussion

In the present study, we revealed a novel mechanism underlying BTB integrity in a mouse model with specific knockout of *Pa1* in Sertoli cells. Depletion of PA1 in Sertoli cells resulted in aberrant spermiogenesis through disorganization of the actin cytoskeleton and BTB components in Sertoli cells, ultimately leading to the gradual loss of different types of germ cells. Transcriptome and Cut-Tag experiments revealed that PA1 could cooperate with JUN to regulate downstream transcription of genes, such as *Cx43,* that are indispensable for spermatogenesis. Overall, our study reveals that PA1 is required for spermatogenesis in Sertoli cells and plays essential roles, such as maintaining the BTB and regulating actin cytoskeleton organization (Fig. 6k).

The *Amh-pa1*^*−/−*^ mice presented significantly decreased testis volume and weight, and we could contribute this result to the dramatic loss of germ cells. Using different germ cell markers include the PCNA, DDX4 and PLZF, we did find the number of all stages of germ cells were significantly reduced. Further TUNEL assay verified more remarkable apoptotic germ cells in the *Amh-pa1*^*−/−*^ seminiferous tubules, which could account for the smaller testis. Besides that, the smaller testis could also be attributed to the reduced growth factors such as GDNF detected by the RNA-seq, one of the important secreted factors by Sertoli cells, essential for the self-renew of SPGs, which compromised the proliferation of SPGs.

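The authors' deposited table gives *Gdnf* an adjusted p-value of 4.36e-25. A list of 14 spermatogonia marker genes, of which 5 were tested in the Sertoli cell libraries, had a median log2 fold change of -1.57 (limma's camera, adjusted p = 0.176), with 3 members lower and 0 higher at an adjusted p-value under 0.05. Adjusted over the list alone, 3 were lower and 1 was higher. The median moved to -0.84 without *Pa1* F/F replicate 1 and to -0.85 without *Amh-pa1*-/- replicate 1, and with at least 10 counts required in every library it was -0.36. The other members of this list were not tested in the isolated Sertoli cells.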

Among the defects of *Amh-pa1*^*−/−*^ mice, we mainly focused on the role of PA1 in the regulation of BTB structure, observing a dysfunctional and disorganized BTB in *Amh-pa1*^*−/−*^ testis. Furthermore, we found the classical gap junction protein, Cx43, which has been revealed to be indispensable for normal spermatogenesis in mouse testis, could be the direct target of PA1. Some similarities could be found between the *Cx43*-Sertoli cell-specific knockout mice and *Amh-pa1*^*−/*−^ mice. First, in *Cx43*-Sertoli cell-specific knockout mice, spermatogenesis was arrested at the spermatogonia stage and some tubules were empty, whereas in the adult *Amh-pa1*^*−/*−^ mice [41], we found that germ cells were completely absent in some tubules and undifferentiated spermatogonia were significantly reduced. Second, the disorganization of the BTB could be located to the basal compartment of the seminiferous tubules in these two types of mice. In *Cx43* Sertoli cell-specific knockout mice, BTB components such as ZO-1, β-Catenin and Occludin were diffused and presented as clusters and clumps among the Sertoli cells [42], which resemble the distribution of these proteins in *Amh-pa1*^*−/−*^ testis. Meanwhile, the expression of ZO-1 was significantly decreased in the testis of *Cx43* Sertoli cell-specific knockout mice as well as the *Amh-pa1*^*−/−*^ mice in contrast to wild-type mice, implying the indirect regulation of PA1 on ZO-1 expression [43]. In addition, the disordered F-actin arrangement in the basal seminiferous tubules also contributed to the disruption of the BTB barrier at Sertoli-Sertoli junctions.

The AP-1 complex has been demonstrated to play essential roles in diverse physiological processes, including cell proliferation, cell migration, apoptosis, and transformation in different organs [37, 44–47]. Previous studies have reported homozygous *Jund*^*−/−*^ mutant male mice showed defective spermatogenesis and decreased fertility, and the knockout of *c-Fos* also blocked normal spermatogenesis [48, 49]. JUN is an important component of the AP-1 complex, which is known for transcription activation, and also plays essentials roles in different biological processes, including the development of heart and liver, tissue scarring and others [50–52]. In fact, *Jun*^*−/−*^ mice have demonstrated arrested embryonic development at E13 due to the failure of organ development [51]. Little is known about the function of JUN in testis. In TM4 Sertoli cells, JUN was found to cooperate with other transcription factors including Sox9, SF-1 and Nur77, affecting the expression of Cx43 [39, 40]. As a component of the AP-1 complex, JUN was unexpectedly expressed primarily in the nuclei of Sertoli cells, corresponding to the dominant nuclear localization of PA1 in Sertoli cells. The specific knockout of *Pa1* in Sertoli cells influenced a subset of genes, which could be regulated by JUN. Additionally, Cut-Tag results revealed the common binding motif between JUN and PA1, suggesting the interaction between these two proteins in Sertoli cells. Besides testis, in Schwann cells, the absence of JUN also resulted in decreased GDNF which was downregulated in *Amh-pa1*^*−/−*^ Sertoli cells, interfering with axonal regeneration [53]. In the hepatocellular carcinoma cell line Hepa 1–6, overexpression of JUN together with FOS could enhance the activity of MET, which also seems to be a downstream target of PA1 [54]. Overall, the interaction of PA1 and JUN transcription regulation might be conserved in different biological processes and deserves to be further explored. Besides JUN, we also detected that FOS, JUNB, ATF and other AP-1 components share some common binding targets with PA1 and act as upstream transcription factors for downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells, further suggesting that PA1 may be involved in other versatile functions performed by AP-1 complex components.

Evolutionarily, the protein sequences of PA1 are conserved among different species [55]. We did indeed find similar expression patterns of PA1 between mouse and human testicular Sertoli cells, indicating a possible conserved function. During the male embryonic development, the somatic progenitors in fetal gonads differentiate toward the Sertoli cells. PA1 depletion or mutation in somatic progenitors are not supposed to affect embryonic development, which may lead to azoospermia in adulthood. In addition to JUN, PA1 may also interact with some other Sertoli cell-specific cofactors, and some mutation(s) in this area may not disturb its function in embryonic development, but affect male fertility. Besides, due to the potential vital role of PA1 as a nuclear regulator of Sertoli cells, it might be involved with general abnormalities in Sertoli cells caused by other factors. Similar to PA1, JUN also showed a remarkable localization to the nuclei of Sertoli cells in mouse testis, and previous research has reported the localization of JUN to human Sertoli cells, further implying the conserved cooperation between JUN and PA1 in human Sertoli cells [56]. Further studies will be performed to confirm the possibility that the cooperation between PA1 and JUN regulating the expression of Cx43 is also conserved in human Sertoli cells.

## Conclusions

In summary, our study is the first to identify a nuclear transcriptional cofactor highly expressed in Sertoli cells that can interact with AP-1 complex components to influence the expression of downstream genes involved in normal Sertoli cell functions. These genes are crucial for maintaining the ordered arrangement of the BTB, organizing the actin cytoskeleton, and ultimately preserving male fertility. Thus, this study provides a new clinical diagnostic or even therapeutic target for individuals with azoospermia.

## Materials and methods

### Animals

*Pa1*^*F/F*^ mice were gifts from Dr. Kai Ge (National Institutes of Health). *Pa1*^*F/F*^ mice were bred with *Amh-cre* mice to generate *Amh-cre*, *Pa1*^*F/*+^ (F1). *Amh-cre*, *Pa1*^*F/*+^ were mated with *Pa1*^*F/F*^ mice to generate *Amh-cre*, *Pa1*^*F/F*^ (*Amh-pa1*^*−/−*^) mice (F2). All mice are kept in a specific pathogen-free (SPF) environment. The primers used for genotyping were listed in Additional file 1: Table S1.

### Plasmids and antibodies

Mouse *Pa1* and *Jun* amplified from mouse testis cDNA were cloned into the *pRK-flag* and *pCS2-myc vector*, respectively, according the protocol of Clon Express Kit (C115, Vazyme). Rabbit anti-PA1 antibody (ABE1863) was used for western blot and Cut-Tag experiments, rabbit anti-PA1 (NBP1-89792) was used for immunofluorescence and immunohistochemistry. Rabbit anti-SYCP3 (ab15093) and mouse anti-γH2AX (05–636) were used for immunofluorescence. Rabbit anti-DDX4 antibody (ab13840), mouse anti-PCNA (ab29) and goat anti-PLZF (AF2944) were used for immunofluorescence. Rabbit anti-WT1 (ab89901) and mouse anti-WT1 (NB110-60011) were used for immunofluorescence. Rabbit anti-CLAUDIN11 antibody (ab53041) was used for immunofluorescence and western blot. Rabbit anti-OCCLUDIN (711500) antibody, rabbit anti-CTTNB1 (712700) antibody, and rabbit anti-ZO-1 antibody (402200) from Invitrogen was used for immunofluorescence and western blot. Rabbit anti-GJA1 (26980-1-AP) and rabbit anti-GJA1 (A11752) were used for immunofluorescence and western blot experiments. Rabbit anti-JUN (A0246) was used for immunofluorescence experiments. Rabbit anti-MYC (BE2011), mouse anti-MYC (M20002L), and mouse anti-Flag (M20008L) were used for immunoprecipitation and immunoblot experiments. Mouse anti-GAPDH (AC002) antibody and mouse anti-β-TUBULIN (AC021) antibody were purchased from ABclonal. Rabbit IgG (B30011), purchased from Abmart, was used for Cut-Tag experiments. FITC-labeled Phalloidin (40735ES75) purchased from Yeasen was used for immunofluorescence (Shanghai, China). TRITC- or FITC-labeled goat anti-mouse, TRITC- or FITC-labeled goat anti-rabbit, and HRP-conjugated goat anti-rabbit secondary antibodies (Zhong Shan Jin Qiao, Beijing, China) were used for immunohistochemistry and immunofluorescence experiments. Alexa Fluor 680-labeled goat anti-mouse and Alexa Fluor 800-labeled goat anti-rabbit secondary antibodies purchased from Invitrogen were used for western blot.

### Fertility assessment of mice

Fertility experiments were conducted as previously described [16]. 8-week-old male mice were caged with 8-week-old female mice at a ratio of 1:2. The vaginal plugs were checked the next day and the male mice were separated alone for next two days to have a rest. After that, the male mice were further caged with new 8-week-old female mice again. During the whole process, the pregnancy rate and number of litters of at least five female mice with positive vaginal plugs were recorded.

### Isolation and primary culture of Sertoli cell

The isolation of primary Sertoli cell was performed as previous description with some modifications [16]. In brief, the testis of 20-day-old mice were decapsulated and washed with PBS for 3 times. The seminiferous tubules were further digested with 2 mg/ml collagenase IV (Sigma, C5138) in PBS for 15 min at 37 °C, and digested with 1 mg/ml hyaluronidase (Sigma, H3506) and 2 mg/ml collagenase IV and in PBS for 10 min at 37 °C. After that, the tubules were then dispersed through pipetting up and down into small short tubules, and centrifuged at 30×*g* for 3 min at room temperature. The cells were further digested with a mixture of 2 mg/ml hyaluronidase, 2 mg/ml collagenase IV and 0.5 mg/ml DNase I in 1 mg/ml trypsin (Gibco, 25200072) and incubated in 2 ml Eppendorf tubes for 15 min at 37 °C. The digestion was halted using equal volume of F12-DMEM (HyClone, SH30023.01B) including 15% fetal bovine serum (Gibco, 10270). The products were filtered through a 200-mesh filter (Solarbio, YA0961), and washed twice with PBS centrifuged at 600×*g* for 3 min at room temperature. The separated cells were resuspended with F12-DMEM (HyClone, SH30023.01B), 10 μg/ml insulin, 2.5 ng/ml EGF, and 5 μg/ml transferrin and cultured in 35 mm plastic dishes (CORNING, 4141) at 34 °C and 5% CO_2_. After 8 h, the dishes were gently washed with PBS twice to remove the unattached germ cells.

### TM4 Sertoli cell line culture and cell transfection

Mouse TM4 Sertoli cell line from the American Type Culture Collection (ATCC, Manassas, VA, USA) were cultured in 35 mm plastic dishes (CORNING, 4141) with F12-DMEM containing 15% fetal bovine serum (Gibco, 10270) at 37 °C and 5% CO_2_. When the cell density reached 60–80% in 6-well plates (Beijing Labgic Technology, 11110), the cells were further transfected with the constructed plasmid DNA (2 ng) with lippomax (Invitrogen, 11668019) for 8 h followed the protocol. Cells were harvested 2 days post transfection for further experiments.

### Separation of spermatogenic cells

Separation of germ cells was performed using a STA-PUT method with minor modification as previously described [57] with detailed information in the Additional file 2.

### Histological analysis

Testes and caudal epididymides for each genotype of mice were fixed in Bouin’s solution or 4% (m/v) paraformaldehyde (PFA) for 24–48 h, embedded in paraffin, and cut into 5 μm sections. After deparaffinization, the tissue sections were further stained with hematoxylin and eosin (H&E). For Periodic acid-Schiff staining, deparaffinized slides were stained with PAS and hematoxylin followed the protocol in the PAS kit (G1280, Solarbio).

### Transmission electron microscopy

After the mice were anesthetized, 50 ml of fixative solution (2% paraformaldehyde and 2% glutaraldehyde) was perfused into the heart within 1 h, and the testes were then removed and fixed in the fixative solution for 4 h. After washed with 0.1 M PB buffer (80 mM Na_2_HPO_4_ and 25 mM NaH_2_PO_4_) for 3 times, the tissues were immersed in 1% osmium acid for 2 h. Through the acetone gradient dehydration and immersion of acetone: epoxy resin (1:1), the tissues were embedded, and placed at 60 °C for 24 h. The sections (70 nm) were sliced via the Leica EM UC7 ultra-thin microtome, and stained with uranyl acetate and lead citrate. Images were captured and analyzed with JEM-1400 electron microscope and Gatan digital camera.

### Immunoblotting and immunoprecipitation

For immunoblotting, the cells or testes proteins were extracted with cold-RIPA buffer with the addition of protein inhibitor cocktail (Roche Diagnostics, 04693132001), separated via SDS-PAGE and electrotransferred to a nitrocellulose membrane. The membrane was further blocked with 5% milk and incubated in corresponding primary antibody. In the next day, the membrane was further incubated with Alexa Fluor 800 or 680-labeled goat anti-rabbit or Alexa Fluor 800 or 680-labeled goat anti-mouse secondary antibodies. Finally, the ODYSSEY System (LI-COR Biosciences, Lincoln, NE, RRID:SCR_014579) was used to scan the membrane.

For Immunoprecipitation, the transfected cells proteins were extracted with the TAP buffer (50 mM HEPES–KOH, pH7.5, 2 mM EDTA, 100 mM KCl, 10 mM NaF, 10% glycerol, 0.25 mM Na_3_VO_4_, 0.1% NP-40, 50 mM β-glycerolphosphate) with the addition of protein inhibitor cocktail, and further incubated with relevant primary antibody at 4 ℃ overnight. Protein A-Sepharose beads (GE, 17-1279-03) were prepared and added to the proteins at 4 ℃ for 2 h. Immunoprecipitated product were washed 3 times with TAP buffer with centrifuged at 845×*g* for 5 min at 4 ℃, and the pellets were eluted with loading buffer containing 1% SDS, heated for 10 min at 95 ℃ and examined by immunoblotting.

### Immunofluorescence, TUNEL assay and immunohistochemistry

Immunofluorescence and immunohistochemistry were performed as previous published articles [16] with detailed information in the Additional file 2. For TUNEL assay, after the secondary antibody incubation, enzyme and labeling solutions were mixed followed the manufacturer’s protocol (11684817910, Roche). The mixture was then used to incubate the sections at 37 °C for 1.5 h. And images were acquired using an LSM 780/710 microscope (Zeiss, Germany) or SP8 microscope (Leica, Germany).

### In vivo BTB integrity analysis assay

The integrity of the BTB was detected as Chen et al. reported [58]. In brief, unilateral testis of anesthetized mice were exposed and fine-pointed needle was inserted to the interstitium of testis followed the injection of 20 ul of 10 mg/ml Biotin (F3272; Sigma). After 30 min, the testes were removed and embedded in optimal cutting temperature compound (OCT; Tissue-Tek, 4583) and sliced into 7 mm sections using a slicer-cryostat. The sections were washed using PBS and then incubated in a 1:200 mixture of FITC-labeled-Streptavidin (Zhong Shan Jin Qiao, Beijing, China) for 2 h at 37 °C. DAPI was used to stain the nuclei. Results were taken as previous described.

### Cut-Tag experiments and data analysis

Cut-Tag experiments and data analysis were performed followed the published articles [59, 60] with minor modification. The detailed information was presented in the Additional file 2. Data from Cut-tag were aligned to the reference mm39 genome with Bowtie v2.2.3 using default settings and the duplicates and mitochondrial genome were removed by Samtools. MACS2 was used to call for the peaks using default parameters. With bamCoverage from deepTools, the aligned files (Binary Alignment Map [BAM]) were transformed to normalized coverage files (bigWig) for the visualization of specific signals. BamCoverage from deepTools was used for normalization. Images of the signals were captured using the Integrative Genomics Viewer (IGV). Heatmaps were generated with ComputeMatrix from deepTools. The motif analysis was performed using MEME software (https://meme-suite.org).

### Dual-luciferase reporter assay

The *Gja1* promoter (− 2000 to + 36) was cloned into the *pGL3-basic* plasmid (Tsingke, Beijing). TM4 cells seeded in 24-well-plate were transfected using lippomax (Invitrogen, 11668019) with 20 ng plasmids containing Renilla luciferase, 200 ng of plasmids encoding firefly luciferase reporters and empty *pCS2* vector, *pCS2-pa1*, *pCS2-jun or pCS2-pa1* with *pCS2-jun* plasmids. The luciferase activity was measured using the Dual-Lumi™ Luciferase Reporter Gene Assay Kit (RG088S).

### RNA-seq library construction and data analysis

Total RNA of Sertoli cells from 20-day-old mice testes was extracted with Trizol (Invitrogen). NEBNext® Ultra™ RNA Library Prep Kit from Illumina® (#E7530L, NEB, USA) was used to construct the libraries. Sequencing was carried out with Illumina HiSeq 2000. The genome index was built with Bowtie2 v2.2.3, and the Clean Data was aligned to the reference genome, Mus_musculus.GRCm38.90.chr, with HISAT2 v2.1.0. HTSeq v0.6.0 was used to count the reads number of each gene in each sample. FPKM (Fragments Per Kilobase Millon Mapped Reads) was calculated to estimate the expression level of genes in each sample. Differential gene expression was analyzed with with DEGseq v1.18.0 between the samples in biological replicates. The genes with |log2 Fold change|≥ 1 and q (padj) < 0.05 were determined as differentially expressed genes. GO analyses were performed using DAVID27. Upstream analysis was done using Metascape (https://metascape.org).

### Statistical analysis

The statistical analysis was conducted with GraphPad PRISM 9, and the results are expressed as mean ± SEM. All the experiments were repeated at least three times independently. The statistical significance was examined using one-way ANOVA with Dunnett’s multiple comparison test and Sidak multiple comparison test or the two tailed Student’s t-test. The significance of data presented as P < 0.05 (*), 0.01(**), 0.001(***) and 0.0001(****).

## Supplementary Information

**Additional file 1.** The primers used in this study including Table S1 and Table S2.

**Additional file 2.** The detailed supplementary methods and materials mentioned in the article.

**Additional file 3: Fig. S1.** The expression pattern of PA1 in human and mouse. a) PA1 protein levels gradually increased during the development of testis. The expression pattern of PA1 in different developmental stages of murine testes (Day 7, Day 14, Day 21, Day 28, Day 35, Day 56) using Western Blot. Statistical analysis of the expression level of PA1 during the development of testis was showed in the lower panel. b) Semi RT-PCR results showed *Pa1* was ubiquitously expressed in different mouse organs but especially enriched in the testis. *β-actin* was used as the loading control. c) Semi RT-PCR results showed *Pa1* levels gradually increased in mouse testis with the development of testis. *β-actin* was used as the loading control. d) PA1 is localized in Sertoli cells in mouse testis during the whole spermatogenic cycle while the expression level of PA1 in different stages varies. Testes sections from adult wild-type mice (8-week-old) were stained for PA1 using immunohistochemistry as indicated. Arrows indicate positive cells for PA1 expression. e) PA1 was expressed in different testicular cells but especially abundant in Sertoli cells. Immunoblotting of PA1 was performed in Sertoli cells, SC; spermatogonium, SPG; spermatocytes, SPC; round spermatids, rST; elongated and elongating spermatids, eST.

**Additional file 4: Fig. S2.** Generation of *Amh-pa1*^*−/−*^ mice. a) Schematic diagram for the generation of *Amh-pa1*^*−/−*^ mice. Exon 1 and exon 2 (blue) of *Pa1* were flanked by loxp sites (yellow) in *Pa1*^*F/F*^ mice. These exons were specifically deleted in the Sertoli cells in *Amh-pa1*^*−/−*^ mice. b) *Amh-pa1*^*−/−*^mice genotyping. The 250 bp band indicated floxed *Pa1,* the 200 bp band indicated *Pa1*, and the 400 bp band indicated *Amh-cre*. c) PA1 was specifically knocked out in testicular Sertoli cells of 5-week-old mice. Seminiferous tubule sections of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes were co-stained for WT1(green) and PA1 (red). The nuclei were stained with DAPI (blue). Solid boxes showed localization of the enlarged images. Dashed circle indicated basal membrane of seminiferous tubules. Arrows indicated the nuclei of Sertoli cells. d) Body weights of 8-week-old *Pa1*^*F/F*^ mice and *Amh-pa1*^*−/−*^ male mice (n = 5 independent experiments) were similar. Data are presented as mean ± SEM. e) Testis weights of *Amh-pa1*^*−/−*^ mice were significantly lower than those of *Pa1*^*F/F*^ mice (n = 5 independent experiments). Data are presented as mean ± SEM. ****p < 0.0001.

**Additional file 5: Fig. S3.** Disorganized basal actin cytoskeleton is detected in *Amh-pa1*^*−/−*^ mice testis. F-actin at the basal compartment of seminiferous tubules was observed to be perturbed and disorganized in adult *Amh-pa1*^*−/−*^ testes. Arrows indicate F-actin bundles. Immunofluorescence using FITC-labeled phalloidin (green) was performed on the frozen testis sections of *Pa1*^*F/F*^ mice (upper panels) and *Amh-pa1*^*−/−*^ mice (lower panels). Nuclei were stained with DAPI (blue). Dashed boxes showed the localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules.

**Additional file 6: Fig. S4.** *Amh-pa1*^*−/−*^ mice show massive germ cell loss. a) Most of the residual cells in the empty tubules of *Amh-pa1*^*−/−*^ testis were identified as Sertoli cells. Immunofluorescence analysis using anti-WT1 (green) was conducted on the sections of testis from *Pa1*^*F/F*^ mice (upper panels) and *Amh-pa1*^*−/−*^ mice (lower panels). Nuclei were stained with DAPI (blue). Dashed curve indicated basal membrane of seminiferous tubules. b) PCNA immunofluorescence analysis of seminiferous tubules showed that 8-week-old *Amh-pa1*^*−/−*^ mice had decreased numbers of spermatocytes and spermatogonia compared with 8-week-old *Pa1*^*F/F*^ mice. Seminiferous tubule sections of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes were stained for PCNA (red), and the nuclei was stained with DAPI (blue). Dashed boxes showed the localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules. Data are presented as mean ± SEM. ***p < 0.001. c) DDX4 immunofluorescence analysis of germ cells showed that 8-week-old *Amh-pa1-/-* mice had decreased numbers of germ cells compared with 8-week-old *Pa1*^*F/F*^ mice. Seminiferous tubule sections of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes were stained for DDX4 (red), and the nuclei was stained with DAPI (blue). Dashed boxes showed the localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules. Data are presented as mean ± SEM. **p < 0.01. d) PLZF immunofluorescence analysis of germ cells showed that 8-week-old *Amh-pa1*^*−/−*^ mice had decreased numbers of undifferentiated spermatogonium compared with 8-week-old *Pa1*^*F/F*^ mice. Seminiferous tubule sections of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ testes were stained for PLZF (red), and the nuclei was stained with DAPI (blue). Dashed boxes showed the localization of the enlarged images. Dashed curve indicated basal membrane of seminiferous tubules. Arrows indicated PLZF positive cells. e) PCNA positive cell number per tubule was significantly decreased *Amh-pa1*^*−/−*^ (27.34 ± 1.319) mice testes compared with *Pa1*^*F/F*^ mice (62.72 ± 3.167). (n = 3 independent experiments). Data are presented as mean ± SEM. ***p < 0.001. f) DDX4 positive cell number per tubule was significantly decreased in *Amh-pa1*^*−/−*^ (50.39 ± 2.342) mice compared with *Pa1*^*F/F*^ mice (122.9 ± 12.20). (n = 3 independent experiments). Data are presented as mean ± SEM. **p < 0.01. g) PLZF positive cell number per tubule was significantly decreased *Amh-pa1*^*−/−*^ (0.5789 ± 0.1919) mice testes compared with *Pa1*^*F/F*^ mice (2.763 ± 0.2321). (n = 3 independent experiments). Data are presented as mean ± SEM. ***p < 0.001. h) Homologous chromosome synapsis, pairing, or segregation were normal undergoing in *Amh-pa1*^*−/−*^ spermatocytes. Spermatocytes of *Pa1*^*F/F*^ and *Amh-pa1*^*−/−*^ mice were stained with SYCP3 (green) and γH2AX (red) antibodies.

**Additional file 7: Fig. S5.** 5 GO analysis of downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. a) GO-Molecular function analysis of 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Molecular function of protein binding, actin filament binding and actin binding were labeled by asterisks. b) GO-Cellular component analysis of 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Cellular component of membrane, cell junction and actin cytoskeleton were labeled with asterisks. c) KEGG pathway analysis of 1045 downregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. KEGG pathways of phagosome, cell adhesion molecules, regulation of actin cytoskeleton and focal adhesion were labeled with asterisks.

**Additional file 8: Fig. S6.** GO analysis of upregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. a) GO-Cellular component analysis of 899 upregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Cellular component of chromosome was labeled with asterisks. b) KEGG pathway analysis of 899 upregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. KEGG pathways of cell cycle was labeled with asterisks. c) GO-Biological process analysis of 899 upregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Biological process of cell cycle was labeled with asterisks. d) GO-Molecular function analysis of 899 upregulated genes in *Amh-pa1*^*−/−*^ Sertoli cells. Molecular function of calcium ion binding, and actin binding were labeled by asterisks.

**Additional file 9: Fig. S7.** PA1 together with JUN regulates downstream gene expression. a) GO-Biological process analysis of the 184 overlapped genes identified in both downregulated genes of *Amh-pa1*^*−/−*^ Sertoli cells and PA1 bound genes. Biological process of actin cytoskeleton organization, cell adhesion and transforming growth factor beta receptor signaling pathway were labeled with asterisks. b) Upstream transcription factor analysis of downregulated genes in *Pa1-*knockout MEFs. The identified top 1 transcription factor JUN was labeled with asterisk. c) The endogenous co-immunoprecipitation results of PA1 and JUN in TM4 cells. The proteins of TM4 cells were collected and immunoprecipitated using anti-PA1 antibody and the products were further used for immunoblot analysis with anti-PA1 and anti-JUN antibodies. The bands for PA1 and JUN were labeled with the arrows. d) Venn diagram showing the overlap of PA1 bound genes in Sertoli cells with JUN bound genes in MCF-7 cells [43]. e) GO-Molecular function analysis of the 626 overlapped genes identified in both PA1 bound genes in Sertoli cells and JUN bound genes in MCF-7 cells [43]. Molecular function of protein binding, actin binding and actin filament binding were labeled with asterisks. f) GO-Biological process analysis of the 626 overlapped genes identified in both PA1 bound genes in Sertoli cells and JUN bound genes in MCF-7 cells [43]. Biological process of cell adhesion was labeled with asterisks. g) KEGG pathway analysis of the 626 overlapped genes identified in both PA1 bound genes in Sertoli cells and JUN bound genes in MCF-7 cells. KEGG pathway of adherens junction and gap junction were labeled with asterisks.

## Data Availability

All the data supporting the results of this research could be obtained from this article and its Additional file 2. All raw high-throughput sequencing data have been uploaded to the GEO, and the GEO accession number is GSE188337.

# Supplementary material for: PA1 participates in the maintenance of blood–testis barrier integrity via cooperation with JUN in the Sertoli cells of mice
**Source:** Cell Biosci. 2022 Apr 4;12:41. doi: 10.1186/s13578-022-00773-y
**Supplement:** Supplementary file 1 — Additional file 1. The primers used in this study including Table S1 and Table S2.

**Table S1**

| **Genotype** |  |  |
| --- | --- | --- |
| **Gene** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| *Pa1* | TGGCCCAAACCTAAACATTAG | TTATGGCGCTTCATGTCTGAG |
| *Amh-cre* | CGAGTGATGAGGTTCGCAAG | CGTATATCCTGGCAGCGATC |

**Table S2**

| **RT-qPCR** |  |  |
| --- | --- | --- |
| **Gene** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| *Elmo1* | GAGAACAGCAGCCGAGAAGAT | GTTGCAGGTCTCACTAGGCAG |
| *Gdnf* | TCCAACTGGGGGTCTACGG | GCCACGACATCCCATAACTTCAT |
| *Tgfb3* | CCTGGCCCTGCTGAACTTG | TTGATGTGGCCGAAGTCCAAC |
| *Sfrp1* | CAACGTGGGCTACAAGAAGAT | GGCCAGTAGAAGCCGAAGAAC |
| *Hgf* | ATGTGGGGGACCAAACTTCTG | GGATGGCGACATGAAGCAG |
| *Met* | GTGAACATGAAGTATCAGCTCCC | TGTAGTTTGTGGCTCCGAGAT |
| *Cx43* | TTTCATTGGGGGAAAGGCGT | GCAGACTGTTCATCACCCCA |
| *Pa1* | GACTTTGATGATGAGCCAATGACAC | CTTATGGCGCTTCATGTCTGAGAG |
| *β-actin* | GGTGGGAATGGGTCAGAAGG | GTACATGGCTGGGGTGTTGA |

# Supplementary material for: PA1 participates in the maintenance of blood–testis barrier integrity via cooperation with JUN in the Sertoli cells of mice
**Source:** Cell Biosci. 2022 Apr 4;12:41. doi: 10.1186/s13578-022-00773-y
**Supplement:** Supplementary file 2 — Additional file 2. The detailed supplementary methods and materials mentioned in the article.

**Supplementary Material and Methods**

**Spermatocyte Surface Spreading**

Testes were decapsulated, and washed in PBS, pH 7.4, at room temperature. Then, tubules were immersed in a hypotonic buffer comprised of 30 mM Tris, 5 mM EDTA, 17 mM trisodium citrate dihydrate, 50 mM sucrose, 0.5 mM phenylmethylsulfonyl fluoride (PMSF) and 0.5 mM DTT (pH 8.2) for 0.5-1 h. Subsequently, the seminiferous tubules were teared in 100 mM sucrose, pH 8.2, on a glass slide by pipetting more than 20 times to make a cell suspension. The suspensions were mixed with spreading buffer containing 0.15% Triton X-100 and 1% paraformaldehyde (PFA), pH 9.2. The slides were dried overnight. After that, the dried slides were washed with PBS three times and blocked with 5% BSA. The slides were incubated with primary antibody at 4°C overnight, followed by incubation with the secondary antibody in the next day. The nuclei were further stained with DAPI. Images were taken using an LSM 780/710 microscope (Zeiss, Germany) or SP8 microscope (Leica, Germany).

**Immunofluorescence and Immunohistochemistry**

Testes from *Pa1^F/F^* and *Amh-pa1^-/-^* mice were fixed overnight in 4% PFA at 4°C, dehydrated through gradient ethanol, and embedded in paraffin. Mouse testes were taken and fixed in 4% PFA for 24-48 h, then dehydrated through gradient alcohol and xylene and embedded in paraffin. The 5 mm tissue sections were dewaxed, rehydrated, and antigen retrieval in 10 mM sodium citrate buffer (pH 6.0) for 15 min. After treatment with 0.1% Triton X-100 at room temperature for 10 mins, the sections were washed three times in PBS and blocked with 5% BSA. And the primary antibodies were added to the sections and incubated at 4°C overnight. In the next day, the sections were washed three times in PBS followed by incubation with the secondary antibody at 37°C for 1.5 h. Nuclei were stained with 40,6-diamidino-2-phenylindole (DAPI). For immunohistochemistry, after treatment with primary antibody, the sections were then incubated with 3% H_2_O_2_ to eliminate the activity of internal peroxidase. The sections were then incubated with a horseradish peroxidase (HRP)-labeled secondary antibody. Finally, the sections were reacted with 3,3’-diaminobenzidine (DAB), and further stained with hematoxylin. Images were captured using a Nikon inverted microscope with a CCD camera (Nikon, Eclipse Ti-S, Tokyo, Japan).

**RNA isolation, RT-qPCR, and Semi-RT-PCR**

Total cellular RNAs were isolated with the Trizol reagent (Invitrogen). cDNA was synthesized by the PrimeScriptTM RT Reagent Kit (TaKaRa, RR037A). Real-time qPCR was performed with a Roche Light Cycler® 480II System (WA, USA), and the results were analyzed using the LightCycle480 SW 1.5.1. Supplementary Table 2 contained the primer sequences used in RT-qPCR.

**Separation of Spermatogenic Cells**

In brief, testes of 8-week-old adult mice were decapsulated and digested in 10ml DMEM (Hyclone, Cat. No. SH30022.01B) containing 1.5 mg/ml Hyaluronidase, and 1.5 mg/ml collagenase IV (Sigma, C5138) at 37℃ for 15 min with gently shaking. The separated cells were then washed with DMEM, resuspended in 5ml DMEM and filtered via a 200-mesh filter (Solarbio, YA0961). The filtered cells were added to the top of the liquid in cell separation apparatus, followed by 600 ml of DMEM with a 2-4% BSA (Amresco, Solon, OH, AP0027) gradient. Different types of cells were collected from the bottom of the separator using the ordered tubules at a rate of 20 ml/min (10 ml/fraction) after 3 h of high-speed sedimentation under unit gravity. The purity and cell type in each tubule were assessed by light microscopy based on the size and morphological characteristics of the cells.

**Cut-Tag Experiments**

Sertoli cells were collected, counted, and centrifuged at 600 × g for 5 min at room temperature. Sertoli cells were washed twice with 1 mL Wash Buffer (-) (20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× Protease inhibitor cocktail) by gently pipetting. Con A coated magnetic beads (Vector, AL-1003-100) were prepared as described ^[29]^ and 5 μl of activated beads were used to bind with the cells at room temperature for 15 min. The beads-bound cells were incubated with primary antibody in 50 μl Wash (+) Buffer (20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; Protease inhibitor cocktail; 0.05% Digitonin) together with 1mg/ml BSA on a rotating metal shaker at room temperature for 1 hour. With the magnet stand (12321D, Thermo Fisher Scientific), the supernatant was discarded and the cells were further incubated with secondary antibody (Guinea Pig anti-Rabbit IgG antibody, ABIN101961) in 50 μl of Wash buffer (+) and cells at room temperature for 1 h. After washed 3 times in 200 μl Wash buffer (+), the cells were further incubated with pA-Tn5 adapter product (151017, EpiCypher) in Tag Buffer (0.01% Digitonin, 20 mM HEPES, pH 7.5, 300 mM NaCl, 0.5mM Spermidine, 1× Protease inhibitor cocktail) at room temperature for 1 h. After the repeated washed for 3 times using 200 μl Wash buffer (+), cells were resuspended in 30 μl Activation buffer (10mM MgCl_2_ in Tag Buffer) and incubated at 37 °C for 1 h and further digested with 1.5 μl of 0.5 M EDTA, 0.3 μl of 10% SDS and 3 μl of 20 mg/mL Proteinase K at 55 °C for 1 hour followed by 65 °C for 1 hour. To extract the DNA, 40 μl SPRIselect® Reagent Kit (Beckman Coulter, Inc. #B23317) were used followed the protocol.

To construct the libraries, 23 μl purification products with 1 μl of a 10 μM i5 and 1μl of a 10 μM i7 primer were mixed and each sample is labeled with a unique group of i5 and i7 primer. Ultima Amplification Mix (Hieff NGS® Fast Tagment DNA Library Prep Kit for Illumina®, 12207-E, Yeasen) was added the sample was placed in a PCR machine following this cycling conditions: 72 °C for 3 min; 95 °C for 30 s; 14 cycles at 95 °C for 10 s, 55 °C for 30 s and 72 °C for 30 s; a final extension at 72 °C for 5 min; and holding at 4 °C. Post-PCR products were purified followed 1.2x SPRIselect® Reagent Kit (Beckman Coulter, Inc. #B23317). Paired-end Illumina sequencing of the barcoded libraries was performed using a NovaSeq 6000 System.

How the deposited data were processed for this re-analysis (not part of the article)

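RNA-seq was made from 6 libraries of isolated mouse Sertoli cells, 3 from *Pa1* F/F (control) and 3 from *Amh-pa1*-/- (knockout) testes at 20 days of age. Condition and replicate number were taken from the labels of the libraries and from Fig. 4a and b of the paper. The genotype was not checked in the reads, since *Pa1* was not analysed here.

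Per the paper, total RNA was extracted with Trizol, libraries were made with the NEBNext Ultra kit and sequenced on an Illumina HiSeq instrument. The authors aligned the reads to GRCm38 with HISAT2 and counted reads per gene with HTSeq, and the counts were deposited without normalization. The text of the paper names no strand setting for the counting, so overlapping genes on opposite strands and near-identical copies are reported as uncertain where they are named. The table is also the authors' own comparison of the knockout with the control libraries. Its mean signal per gene is the mean over the 6 libraries of the counts divided by size factors, as deposited by the authors. The ratio of knockout over control and its log2 value were computed by the authors before they were deposited. The p-value and adjusted p-value of each gene are also the authors', and 9921 genes carry no adjusted p-value. For all 28262 genes the log2 values equal those of DESeq2's Wald test on the deposited counts within a tolerance of 1e-06, while the methods of the paper name DEGseq. All 1944 calls were shared with that test, which also left 9921 genes without an adjusted p-value. The p-values and means were not compared at that tolerance. GO terms per gene were taken from the same table. All columns of counts per library were used.

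Total counts per library ranged from 14051353 to 16231443 (median 15344463) in control cells and from 13203757 to 15247587 (median 14299871) in knockout cells. The 20 genes with the most counts held between 7.46% and 8.46% of a library. A count of 3 was taken as the floor, which a count of 0 allows, and folds against a group at or under it are lower bounds against it. Without molecular identifiers, reads are not independent molecules, so intervals and floors cover counting error only. TMM factors lay between 0.990 and 1.03.

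The tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15. Genes were filtered with edgeR's filterByExpr by group (minimum count 10, minimum total count 15), normalized with TMM and tested with the quasi-likelihood F-test without further terms in the design. P-values were adjusted by Benjamini-Hochberg over 14919 tested genes. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Values of single genes were compared with an exact two-sided permutation test, whose smallest p is 0.1 for 3 against 3. The steps were tested on simulated counts drawn from the means and library sizes of the real libraries, with a log2 fold change of 2 in 200 genes. Of 14672 genes tested there, 199 were changed, 95.5% of the changed genes were recovered, and 1.04% of the calls were unchanged genes. The simulated libraries were independent, without close pairs of replicates, and few genes were changed. These rates therefore need not hold for the real libraries.

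GO terms that the paper names, plots in Fig. 4d or marks in Fig. S5 and Fig. S6 were tested with a one-sided Fisher's exact test of the called genes of a direction against the tested genes with an annotation of the same ontology, counting direct annotations only. Of 21 pairs of term and direction, 19 had annotated genes and were adjusted together. Actin binding among higher genes, which Fig. S6d marks, was added after seeing the data and adjusted over 20 tests with these, which kept their own adjustment. The term protein binding was not analysed here. Gene lists were tested with limma's camera on log2 CPM values (prior count 3) at an inter-gene correlation of 0.01. The 13 lists were Sertoli cell, macrophage, Leydig cell, peritubular myoid cell, endothelial cell, spermatogonia, spermatocyte and spermatid markers, cell cycle genes, blood-testis barrier components, TGF-β pathway genes, AP-1 genes and MLL3/4 complex genes. Lists of interferon response genes, mesothelial cell markers and rete testis and efferent duct markers were added after seeing the data.

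The thresholds, the test, the 13 lists, the GO terms, the rule for naming genes and most alternatives were set before the data were examined. By that rule the text names every gene the paper names for its RNA-seq and for the blood-testis barrier proteins, the 5 most lowered and the 5 most raised genes among called genes with a mean of at least 50 normalized counts and no overlap between the groups, and called members of the lists and terms. Other genes are said to have been chosen after their values were seen. The alternatives were DESeq2 size factors, library size only, DESeq2's Wald test, a binomial test on reads summed within each group, limma-voom, no filter beyond 1 count in total, at least 10 counts in every library, the replicate number as a block with and without a correction for GC content and transcript length, no fold threshold, edgeR's glmTreat, limma's camera and fry, another background for the GO terms, and each library left out in turn. Chosen after seeing the data were the summed counts of the look-alike libraries, DESeq2's Wald test with no filter beyond 1 count in total, and the GC and length correction without the block. GC content and length came from the transcripts of GRCm39, matched by gene identifier for 14787 of the tested genes (99.1%). The coordinates of genes are those of GRCm38, and the position of the targeted locus was taken from GRCm39 without conversion. The Cut-Tag data, the pathway analyses and the RT-qPCR were not analysed here.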

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

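All tests in this part were chosen only after the results were seen. The genes in this part are not discussed in the paper. They were picked by one rule set after seeing the data, with at most 3 counts in every library of one genotype and at least 40 counts in every library of the other. The rule was met by 4 genes, *Trim5*, *Trim12a*, *Trim30d* and *Krt19*. Below, control stands for *Pa1* F/F and knockout for *Amh-pa1*-/- Sertoli cells.

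*Trim12a* was at least 189-fold lower, *Trim30d* at least 194-fold lower and *Trim5* at least 27.3-fold lower in the knockout libraries. Without control replicate 2 these bounds were 166-fold, 48.1-fold and 24.0-fold. *Trim30d* was not past the threshold with limma-voom (adjusted p = 0.0961) or with the look-alike libraries summed in edgeR (adjusted p = 0.0762), a setting chosen after seeing the data. The authors' deposited table gives *Trim30d* no adjusted p-value. The genes lie in a block of 12 genes on chromosome 7 of GRCm38 from 104263386 to 104507849, of which 8 were tested. *Trim30b* and the antisense gene *Gm15133*, which overlaps *Trim12a*, were also at most at 1 count in the knockout libraries. An interferon response in control replicate 2, which raised *Trim30d* and *Trim30a*, was argued against as the cause, since all 5 genes near 0 were called lower without that replicate. Reads shared with the other genes of the block were argued against, since the counts summed over the block still fell, with a log2 ratio of -1.01 between the knockouts and control replicates 1 and 3. One deletion spanning the block was argued against by 3 genes, *Trim34b*, *Trim12c* and *Trim30a*, that lie between the genes near 0 and had more than 10 counts in every knockout library. Of the tested genes of the block, 75% were called lower, as compared with 6.53% of genes elsewhere (Fisher's exact test on 6 of 8 genes, p = 1.96e-06, for a block picked from the same data). One of the 6, *Trim30a*, was not past the threshold without knockout replicate 1, 2 or 3 (edgeR, adjusted p = 0.120, 0.122 and 0.0595), and its log2 fold change went from -3.28 to -1.20 without control replicate 2. A strain variant of the block may differ between the mouse lines. It cannot be told apart from an effect of the genotype, because the libraries of each genotype come from that genotype alone and the reads themselves were not used here.

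*Krt19* had 53, 53 and 55 counts in knockout replicates 1, 2 and 3 and 3, 1 and 1 counts in the control replicates, and was at least 18.5-fold higher in the knockout libraries. *Upk3b* and *Lrp2*, chosen after their values were seen, rose with it, *Lrp2* from 107 ± 69.7 to 2903 ± 1002 normalized counts (SD, n = 3). Cells of another type in the knockout cultures are a candidate source. The median log2 fold change of the 8 other mesothelial cell markers that were tested, from a list of 16, was 0.45 (limma's camera, adjusted p = 0.0795 over 3 lists), and 0.74 without control replicate 2 (limma's camera, adjusted p = 0.0899). With limma's fry the list was past the threshold among higher genes (adjusted p = 0.000261). *Aldh1a2*, the most abundant of them, rose by 2.37 on the log2 scale and *Lrrn4* by 1.99, whereas *Msln* stood at -0.53. The 11 other rete testis and efferent duct markers tested, from a list of 17, had a median of -0.24 (limma's camera, adjusted p = 0.778), and 0.20 without control replicate 2 (limma's camera, adjusted p = 0.941), and limma's fry placed the list among lower genes (adjusted p = 0.0180), with *Foxj1* at 1.86 and *Cldn7* at -2.39. The lists share *Krt8*, *Krt18* and *Krt19*, and the tested members had counts in control cells too. Members of both lists went both ways, so mesothelial cells and rete testis or efferent duct cells cannot be told apart from a rise of these genes within knockout Sertoli cells. An effect of the genotype remains open and was not tested further.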

How the results depend on the processing

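Of the settings in this part, the summed counts of the look-alike libraries, DESeq2's Wald test with no filter and the GC and length correction without the block were chosen only after the results were seen. The median log2 fold change of all genes stayed within 0.02 of 0 under every setting. DESeq2 size factors and library size alone left 1781 and 1764 of the 1791 called genes in place, DESeq2's Wald test 1702, limma-voom 1694, and at least 10 counts in every library 1251, since fewer genes were tested. The fits that each left out one library called from 1466 to 2076 genes. *Elmo1*, *Gdnf*, *Sfrp1*, *Hgf*, *Met*, *Tgfbr3* and *Gja1* kept their direction and their call in all of these. Over all single genes but *Gja1*, GO terms and gene lists, the genes named above included, 1548 values were the same, 53 were stronger, 86 were weaker and 53 reversed. For each change named in this part, the cause was not tested unless it is stated.

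With no fold threshold, 5266 genes were past the threshold, 2548 lower and 2718 higher, and the lower share was 48.4%. With glmTreat, which tests against the fold threshold, 538 genes remained, 306 lower and 232 higher, and of the GO terms 1 remained past the threshold (10 before). Odds ratios there crossed 1 for activation of MAPK activity (0.961), actin binding among lower genes (0.466), cell cycle (0.703) and chromosome (0.615). The binomial test gave odds ratios of 0.876 for the same actin binding term and 0.912 for cell cycle, and 7 gene lists past the threshold (4 before). With limma-voom, that term was at 0.926 and *Myh11* at a log2 fold change of -0.53. With no filter beyond 1 count, 7 lists passed and *Ocln* was at 0.0037. Camera left 2 GO terms. Actin binding among higher genes (0.963) crossed 1 with the binomial test (1.183), limma-voom (1.25), no filter (1.12), at least 10 counts in every library (1.25), no fold threshold (1.54), glmTreat (1.41), the block (1.32), the block with the GC and length correction (1.24), the summed look-alike libraries (1.11), DESeq2's Wald test with no filter (1.42) and the GC and length correction (1.30). For the lists, an estimated correlation left 0 (1 at an unadjusted p-value under 0.05), and fry gave 7 (9 at an unadjusted p-value under 0.05).

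The replicate numbers were checked for pairing. Deviations from the group means correlated at 0.108, -0.164 and -0.179 between control and knockout replicates 1, 2 and 3, which gives no sign of pairing by number. The highest correlation across the genotypes was 0.214, between control replicate 2 and knockout replicate 3. Control replicates 1 and 3 correlated at 0.108 to 0.150 with knockout replicates 1 and 2, and the remaining pairs were negative. A grouping of the libraries along these lines was not modelled. The replicate block called 1558 genes, of which 1528 were shared, and gave 0.979 for chromosome, 7 lists, and -0.57 for *Myh11*. With the block and the GC and length correction, the lower share was 51.7%, chromosome stood at 0.537, the MLL3/4 complex genes at -0.0035 and *Myh11* at -0.48.

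Summing the look-alike libraries (control replicates 1 and 3, knockout replicates 1 and 2) left 883 genes, 455 lower and 428 higher (51.5% lower), of which 834 were shared. There the test had fewer samples. It put positive regulation of gene expression at 0.905, chromosome at 0.970, *Ocln* at 0.029, *Trim12c* at -0.084 and *Trim34b* at -0.013. DESeq2's Wald test with no filter brought 7 lists past the threshold. The GC and length correction without the block gave 52.0% lower, chromosome 0.988, MLL3/4 complex genes -0.0020 and *Trim12c* -0.038.

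Across the fits that each left out one library, the lower share ranged from 51.6% to 58.6%, actin binding from 0.945 to 1.30 among lower and from 0.794 to 1.49 among higher genes, cell cycle from 0.939 to 1.29, chromosome from 0.664 to 1.43, *Ocln* from -0.067 to 0.038, *Trim12c* from -0.12 to 0.32, *Trim34b* from -0.15 to 0.92, *Jun* from -0.028 to 0.46, *Myh11* from -1.58 to 0.69, *Cnn1* from -0.70 to 2.24 and the peritubular myoid list from -0.37 to 1.22. Without knockout replicate 3, *Jun*, *Myh11*, *Cnn1* and the myoid list were at their lowest, and 1216 genes were lower and 860 higher. *Smad6*, with 13.3 ± 2.97 normalized counts (SD, n = 3) in knockout cells, was past the threshold without control replicate 3 or knockout replicate 3 and in no other of these fits. Its control replicates spread widely, with 40.6 ± 18.1 normalized counts (SD, n = 3). Low depth and replicate spread cannot be told apart as the reason, since neither was tested alone.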

Differences from the paper's values

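All comparisons with the paper were made after the values were seen. The paper reports 1045 downregulated and 899 upregulated genes, against 979 and 812 here, and neither number differed by more than 1.5 times. Among the alternatives set before the data were examined, the paper's numbers differed by more than that from 666 lower genes with at least 10 counts in every library, from 2548 lower and 2718 higher genes with no fold threshold, and from 306 lower and 232 higher genes with edgeR's glmTreat. DESeq2's Wald test with no filter beyond 1 count in total, chosen after seeing the values, gave 1045 and 899 genes, the paper's numbers, while the methods of the paper name DEGseq.

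The paper associates the downregulated genes with positive regulation of gene expression. Here the term was not past the threshold (Fisher's exact test, adjusted p = 0.157). It passed in the exact test with genes from DESeq2's Wald test (0.0392), from the binomial test (0.0392), with no filter beyond 1 count (0.0346) and without knockout replicate 3 (0.00826), with limma's fry (0.00106) and, chosen after seeing the data, with DESeq2's Wald test and no filter (0.0105). The paper also names actin cytoskeletal organization. Cortical actin cytoskeleton organization was not past the threshold (exact test, adjusted p = 0.119), and passed against all annotated genes (0.0431), with limma's fry (0.00106) and with DESeq2's Wald test and no filter, chosen after seeing the data (0.0447). Fig. 4d also shows response to glucocorticoid, for which the exact test gave an adjusted p of 0.0740. It passed with DESeq2 size factors (0.0250), DESeq2's Wald test (0.0231), no filter (0.0127), at least 10 counts in every library (0.0216), without knockout replicate 3 (0.0289), with limma's fry (0.00399) and, chosen after seeing the data, with DESeq2's Wald test and no filter (0.00277) and with the GC and length correction (0.0181).

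The paper relates most downregulated genes to membrane, where 86 of 870 annotated lower genes carried the term itself, with an odds ratio of 0.733 (exact test, adjusted p = 0.997). None of the 15 alternatives set before the data were examined, without the replicate number, brought membrane past the threshold (lowest adjusted p in the exact test 0.721). The paper relates them to actin filament binding, which was not past the threshold here (exact test, adjusted p = 0.331) or under those alternatives, and which limma's fry placed among the higher genes (adjusted p = 0.00567). Fig. S5 also marks actin cytoskeleton and actin binding for them, which were not past the threshold among lower genes (exact test, adjusted p = 0.270 and 0.498) under any of the settings run, and limma's fry placed actin cytoskeleton among the higher genes (adjusted p = 0.00645). The paper relates the upregulated genes to the cell cycle, for which the GO term passed only with no fold threshold (exact test, adjusted p = 0.000883) and with limma's fry (adjusted p = 0.00567). Fig. S6b also marks cell cycle among KEGG pathways, which were not analysed here. The list of 32 cell cycle genes was higher, with a median log2 fold change of 0.94 (limma's camera, adjusted p = 9.83e-08). With an estimated correlation it was not past the threshold (limma's camera, adjusted p = 0.523). For chromosomal activities, the term chromosome (exact test, adjusted p = 0.422) passed only with limma's fry (adjusted p = 0.00611). Fig. S6d also marks actin binding for the upregulated genes, which was not past the threshold in that direction (exact test, adjusted p = 0.628) or under any of the settings run, limma's fry included (adjusted p = 0.0809). Protein binding was not analysed here.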

Other observations

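Apart from those named next, all tests in this part were chosen only after the results were seen. Set before were the counts over other splits, the 13 gene lists, the GO terms and edgeR's test of the genes that the paper names. Control stands for *Pa1* F/F and knockout for *Amh-pa1*-/- Sertoli cells.

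Of the 10 splits of the 6 libraries into 3 and 3, only 1, the split by genotype, gave as many as 1791 differentially expressed genes. The other splits gave 0 genes, with between 41 and 517 genes at an unadjusted p-value under 0.05. As many GO terms past the threshold came from 1 of the 10 splits, and as many gene lists from 3 of the 10 splits. No split count can fall under 0.1 of the splits in this design.

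Control replicates 1 and 3 and knockout replicates 1 and 2 were much closer to each other than the remaining pairs. One library deposited as a pair of replicates was argued against, since the counts differed by more than sampling noise, with a chi-square per degree of freedom of 2.23 for the control pair and 1.67 for the knockout pair. The smallest dispersion of the remaining pairs was 26.4 times the largest of the close pairs. One cell preparation or RNA behind each close pair may give such spacing, but it cannot be told apart from separate animals that happened to be alike, because the number of animals behind each library was not used here. With the close pairs summed, *Tgfb3*, *Myo7a*, *Smad6*, *Junb*, *Star*, *Cd74*, *Top2a*, *Sox8*, *Bmp2*, *Trim30a*, *Trim30d*, *Oasl2*, *Hsd3b1*, *Saa3*, *Hp*, *Ddx4* and *Gm37565* were no longer past the threshold.

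*Rpl34* fell from 922 ± 84.8 to 96.9 ± 0.278 normalized counts and its pseudogene *Rpl34-ps1* rose from 537 ± 44.6 to 1374 ± 67.5 (SD, n = 3 each), log2 fold changes of -3.25 and 1.35. Reads shared between *Rpl34* and its pseudogene are a candidate explanation. The summed counts were 1459 ± 129 in control and 1471 ± 67.7 in knockout libraries (SD, n = 3), a log2 ratio of 0.012, which is consistent with such sharing. Why the sharing would differ between genotypes was not tested. Of 103 tested pairs of a pseudogene and its parent, 5 moved in opposite directions, all 5 with the pseudogene higher, and 4 moved in the same direction.

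The 18 tested macrophage markers, of a list of 22, had a median log2 fold change of -2.51 (limma's camera, adjusted p = 0.000888), or -2.39 with 2 genes at the floor placed at their bound, and 13 were lower and 2 higher, or 14 and 2 adjusted over the list alone. With at least 10 counts in every library the median was -1.66 (limma's camera, adjusted p = 0.268), and with the binomial test the adjusted p was 0.117 from limma's camera. The most abundant of the tested markers, *Mrc1*, did not fall, with 984 ± 38.8 normalized counts in control and 1109 ± 155 in knockout cells (SD, n = 3), a log2 fold change of 0.17 (edgeR, adjusted p = 0.254). Of the 13 that fell, the most abundant, *Lyz2*, went from 456 ± 93.5 to 47.4 ± 33.0 normalized counts (SD, n = 3), and *Ctss* from 357 ± 49.9 to 21.9 ± 9.72. Fewer macrophages in the knockout cultures would lower every macrophage marker. That was argued against for *Cd74* and *H2-Aa*, of which the smaller rise was 2.08 on the log2 scale. For the 13 markers that fell, from -4.18 to -1.60, the log2 fold changes varied by more than their errors (heterogeneity Q of 74.8 on 12 degrees of freedom), so that fewer macrophages and a change in the state of the macrophages cannot be told apart.

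The 6 tested Leydig cell markers, of a list of 12, had a median log2 fold change of -1.54 (limma's camera, adjusted p = 0.00264), with 5 lower and 0 higher, also adjusted over the list alone. *Cyp11a1* fell from 4386 ± 269 to 364 ± 12.2 normalized counts and *Star* from 7911 ± 543 to 2628 ± 984 (SD, n = 3). *Hsd3b1* had a log2 fold change of -1.99 and *Nr0b1* of -4.51. Fewer Leydig cells in the knockout cultures were argued against as the cause, because *Insl3*, an abundant transcript of these cells, had at most 2 counts in any library. A lower level of these genes in the Sertoli cells themselves may underlie the fall, as a hypothesis.

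Interferon response genes, a list of 22 of which 20 were tested, had a median log2 fold change of -3.36 (limma's camera, adjusted p = 0.0151 over 3 lists), but was not past the threshold with limma's fry (adjusted p = 0.223). Without control replicate 2 the median was -0.65 and not past the threshold (limma's camera, adjusted p = 0.136). *Ifit1* had 165, 4651 and 133 normalized counts in control replicates 1, 2 and 3, and 0.976, 1.13 and 123 in knockout replicates 1, 2 and 3. *Oasl2* was the member called, at -3.58, and at -1.64 without control replicate 2, and was not past the threshold without knockout replicate 1 or 2 (edgeR, adjusted p = 0.103 and 0.100). *Ifit1* was past it only without knockout replicate 3 among the fits that left out 1 library (edgeR, adjusted p = 0.0331). The high level in control replicate 2 alone may account for most of the fall. Whether the remaining difference is one of genotype cannot be told apart from a difference between libraries, since knockout replicate 3 stood near control replicates 1 and 3.

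Knockout replicate 3 stood above knockout replicates 1 and 2 for smooth muscle genes, 8.44 times for *Myh11*, 14.3 times for *Cnn1*, 10.8 times for *Des* and 12.4 times for *Actg2*. More peritubular myoid cells in knockout replicate 3 are a candidate source. *Acta2*, an abundant transcript of these cells, was 1.27 times as high in that replicate and *Myl9* 0.866 times, but *Acta2* stood at 13194 ± 1908 normalized counts in knockout cells against 2968 ± 378 in control cells (SD, n = 3), so its level would hide a small share of myoid cells and the source cannot be told apart. The 11 tested myoid markers, of 12, had a median log2 fold change of 1.03 (limma's camera, adjusted p = 0.0676), with 1 lower and 4 higher, or 1 and 5 adjusted over the list alone. The median was -0.37 without knockout replicate 3, and the list was past the threshold without knockout replicate 1 (1.21) or 2 (1.22). It was also past it with DESeq2's Wald test (limma's camera, adjusted p = 0.00109), the binomial test (1.04e-14), no filter beyond 1 count (0.00979) and, among the settings chosen after seeing the data, with DESeq2's Wald test and no filter (6.27e-06) and the summed look-alike libraries (0.0239).

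On the X chromosome, 53 of 543 tested genes (9.76%) were called higher, as compared with 5.28% elsewhere (Fisher's exact test, p = 4.18e-05, adjusted p = 0.00169 over 40 tests of chromosomes and directions, which takes the genes as independent). Reads shared with pseudogenes were argued against as the cause, since 47 of 501 genes remained without pseudogenes (Fisher's exact test, p = 0.000271). No biological explanation was tested.

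The share of lower genes among the calls fell from 54.7% to 52.0% with a correction for GC content and transcript length (95% Wilson interval from 49.6% to 54.3%). That interval overlaps the interval without the correction, from 52.3% to 57.0%. Leaving out 1 library moved the share as far, to between 51.6% and 58.6%. The fall therefore cannot tell whether GC content or transcript length bias lay behind the excess. The calls as such were not removed by the correction, since 1768 genes were called after it, of which 1662 were shared.

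Of the 77 tested genes within 1 Mb of the targeted locus, 6 (7.79%) were called, as compared with 12.0% elsewhere (Fisher's exact test, p = 0.296). The position of the locus was taken from the GRCm39 annotation and set against gene positions of GRCm38, so the window may be shifted. An effect of the altered allele on its neighbours therefore cannot be judged from these values.

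The cell cycle genes were higher, with *Mki67* at 977 ± 279 normalized counts in control and 3452 ± 748 in knockout cells and *Top2a* at 968 ± 363 and 2913 ± 961 (SD, n = 3). More dividing germ cells in the knockout cultures would bring the abundant transcripts of these cells. This was argued against by their levels. Of 40 spermatogonia, spermatocyte and spermatid markers, 21 had a higher mean in knockout cells, and together these rose by 162.5 normalized counts, as compared with a rise of 2476 for *Mki67* and 1945 for *Top2a*. *Ddx4* had 16.3 ± 4.71 normalized counts in control and 5.28 ± 3.03 in knockout cells, and *Dazl*, chosen after its values were seen, 10.6 ± 5.37 and 20.2 ± 21.6 (SD, n = 3). *Ddx4* was called lower (edgeR, adjusted p = 0.0373), but not with control replicate 1, 2 or 3 or knockout replicate 1 left out (edgeR, adjusted p = 0.128, 0.0599, 0.0768 and 0.0870) or with DESeq2's Wald test (adjusted p = 0.0542). An effect of the genotype on dividing Sertoli cells or other somatic cells may remain, as a hypothesis that was not tested.

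The remaining lists were not past the threshold. Spermatogonia markers (5 of 14 tested) had a median log2 fold change of -1.57 (limma's camera, adjusted p = 0.176), with 3 lower and 0 higher, or 3 and 1 adjusted over the list alone. The median was -0.84 without control replicate 1, -0.85 without knockout replicate 1 and -0.36 with at least 10 counts in every library, and the list was past the threshold only with limma's fry (adjusted p = 0.0244). Endothelial cell markers (5 of 12 tested) had a median log2 fold change of -0.43 (limma's camera, adjusted p = 0.340), -0.14 without control replicate 2 and -0.76 without knockout replicate 3, with 2 lower and 1 higher, or 3 and 1 adjusted over the list alone. Spermatocyte markers (6 of 18) stood at 0.48 (limma's camera, adjusted p = 0.437) and at 0.24 without knockout replicate 3, with 1 lower and 1 higher, also adjusted over the list alone. Spermatid markers (2 of 12) stood at -0.14 (limma's camera, adjusted p = 0.655), at -0.07 without control replicate 1 and at -0.05 without knockout replicate 3, with 0 lower and 0 higher, also adjusted over the list alone. AP-1 genes (14 of 16) stood at 0.29 (limma's camera, adjusted p = 0.0644) with 0 lower and 3 higher, also adjusted over the list alone, and at 0.18 without knockout replicate 3. They were past the threshold without knockout replicate 1 or 2 (limma's camera, adjusted p = 0.0254 and 0.0361), with the binomial test (0.000635), with no filter beyond 1 count (0.0263), with limma's fry (0.0373) and, among the settings chosen after seeing the data, with DESeq2's Wald test and no filter (0.0281), the GC and length correction (0.0408) and the summed look-alike libraries (0.0320). MLL3/4 complex genes (9 of 10) stood at 0.12 (limma's camera, adjusted p = 0.655), at 0.05 without control replicate 2 or knockout replicate 2 and at 0.19 without knockout replicate 1, with 1 lower and 2 higher, also adjusted over the list alone.

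Further GO terms shown in the figures of the paper passed among lower genes. Cellular calcium ion homeostasis held 13 of 62 (Fisher's exact test, odds ratio 3.86, adjusted p = 0.000674) and positive regulation of peptidyl-tyrosine phosphorylation 15 of 67 (exact test, odds ratio 4.21, adjusted p = 0.000124). Positive regulation of cell migration held 19 of 154 (exact test, odds ratio 2.05, adjusted p = 0.00987), and was not past the threshold without control replicate 2 or knockout replicate 2 (exact test, adjusted p = 0.143 and 0.213), nor, among the settings chosen after seeing the data, with the GC and length correction (exact test, adjusted p = 0.0751) or the summed look-alike libraries (exact test, adjusted p = 0.289). Activation of MAPK activity held 9 of 50 (exact test, odds ratio 3.18, adjusted p = 0.00987), and was not past it without knockout replicate 3 (exact test, adjusted p = 0.0864) or with no fold threshold (exact test, adjusted p = 0.135). None of these 4 terms was past the threshold with glmTreat (exact test, adjusted p from 0.192 to 0.773).

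Genes that the paper names in other experiments were measured here too. *Myo7a* had a log2 fold change of -1.19 (edgeR, adjusted p = 0.00675), and -0.96 without knockout replicate 3. *Smad6* stood at -1.60 (edgeR, adjusted p = 0.0223) with low counts, and was not past the threshold without control replicate 1 or 2 (edgeR, adjusted p = 0.0679 and 0.0593) or knockout replicate 1 or 2 (edgeR, adjusted p = 0.0684 and 0.0757). *Junb*, which overlaps *Prdx2* on the other strand, stood at 1.29 (edgeR, adjusted p = 0.0155), and was not past the threshold without control replicate 1 or 3 (edgeR, adjusted p = 0.0610 and 0.0626) or without knockout replicate 3 (0.88). *Jun* stood at 0.30 (edgeR, adjusted p = 0.337) and at -0.028 without knockout replicate 3. *Fos* stood at 1.57 (edgeR, adjusted p = 0.0749, or 0.0395 adjusted over the named genes alone) and at 0.51 without knockout replicate 3, where it had 4099 normalized counts against 932 and 978 in knockout replicates 1 and 2. It was past the threshold without knockout replicate 1 (edgeR, adjusted p = 0.0483), with no filter beyond 1 count (edgeR, adjusted p = 0.0248) and with the binomial test. In 10 of 13 alternatives without the replicate number, *Fos* was still not called. Transcripts of the blood-testis barrier proteins named next stayed short of the fold threshold of 1. The log2 fold change was -0.13 for *Tjp1* (edgeR, adjusted p = 0.169), -0.02 for *Ocln* (edgeR, adjusted p = 0.878), -0.36 for *Cldn11* (edgeR, adjusted p = 0.0632, or 0.0343 adjusted over the named genes alone) and -0.08 for *Ctnnb1*, which overlaps *Ulk4* (edgeR, adjusted p = 0.450). The direction of *Ocln* changed with the library left out, from -0.067 to 0.038.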
